# Characterization and comparative analyses of transcriptomes of cloned and *in vivo* fertilized porcine pre-implantation embryos

**DOI:** 10.1242/bio.039917

**Published:** 2019-04-05

**Authors:** Xiaoyan He, Cheng Tan, Zicong Li, Chengfa Zhao, Junsong Shi, Rong Zhou, Xingwang Wang, Gelong Jiang, Gengyuan Cai, Dewu Liu, Zhenfang Wu

**Keywords:** Pig, Pre-implantation embryos, RNA-seq, Somatic cell nuclear transfer

## Abstract

Somatic cell nuclear transfer (SCNT) is the only method known to rapidly reprogram differentiated cells into totipotent embryos. Most cloned embryos become arrested before implantation and the details of the underlying molecular mechanism remain largely unknown. Dynamic regulation of the transcriptome is a key molecular mechanism driving early embryonic development. Here, we report comprehensive transcriptomic analysis of cloned embryos (from Laiwu and Duroc pigs) and *in vivo* fertilized embryos (from Duroc pigs) using RNA-sequencing. Comparisons between gene expression patterns were performed according to differentially expressed genes, specific-expressed genes, first-expressed genes, pluripotency genes and pathway enrichment analysis. In addition, we closely analyzed the improperly expressed histone lysine methyltransferases and histone lysine demethylases during cell reprogramming in cloned embryos. In summary, we identified altered gene expression profiles in porcine cloned pre-implantation embryos in comparison to normal *in vivo* embryos. Our findings provide a substantial framework for further discovery of the epigenetic reprogramming mechanisms in porcine SCNT embryos.

## Abstract (precis)

**Summary:** Comparative transcriptome analyses of cloned and *in vivo* fertilized pre-implantation embryos: transcriptional defects and reprogramming barriers in porcine somatic cell nuclear reprogramming.

## INTRODUCTION

Somatic cell nuclear transfer (SCNT) is the only available technique that allows the transformation of a single somatic cell into a totipotent embryo that can further develop into an individual animal (Polejaeva et al., 2000; Wilmut et al., 2002, 1997). However, since overall cloning efficiency is still extremely low, this limits the large-scale application of the SCNT technique in basic research, agriculture and human medicine (Loi et al., 2016; Meissner and Jaenisch, 2006; Whitworth and Prather, 2010). Most of the cloned embryos die before they develop into blastocysts. In mice, only about half of SCNT embryos can develop into blastocysts, and in livestock, such as pig, cattle and sheep, blastocyst rates are even lower (<30%) (Khan et al., 2018; Li et al., 2013a; Min et al., 2015; Ogura et al., 2013; Srirattana and St John, 2017).

The domestic pig is not only an important livestock species but is also the newest biomedical animal model owing to its physiological and anatomical similarities with humans. Pigs have even been considered as a primary model for xenotransplantation (Schook et al., 2005; Schuurman and Patience, 2013). To date, only a few studies have utilized genome-wide profiling of gene expression and epigenetic reprogramming dynamics in porcine pre-implantation embryos (Cao et al., 2014; Zhong et al., 2018; Zhou et al., 2014). It is therefore important to conduct a thorough and comprehensive evaluation of transcriptional control in porcine embryos. Additionally, molecular defects associated with assisted reproductive technologies and their impact on porcine pre-implantation, especially in SCNT technology, remain largely unknown (Prather et al., 2014; Zou et al., 2016). Deep transcriptome sequencing can offer a rapid and effective approach for comparing gene expression profiles between cloned and *in vivo* fertilized porcine embryos, and for exploring the abnormal functional and regulatory networks in the cloned porcine embryos. This approach is likely to provide new insight into understanding of the mechanisms of nuclear reprogramming in pigs, and may also suggest critical clues on how to improve pig SCNT efficiency for future studies.

In the present study, next-generation RNA-sequencing (RNA-Seq) was utilized to generate genome-wide transcriptome profiles of cloned and *in vivo* fertilized porcine embryos in seven consecutive points in time. We examined gene expression patterns during the first week of porcine embryo development, including maternal-zygotic transition (MZT) and embryonic genome activation (EGA) processes. We identified differentially expressed genes (DEGs) between the cloned and *in vivo* fertilized embryos from distinct stages of development and uncovered associated cellular signaling pathways and upstream transcription factors (TFs). Finally, our findings and database provide a fundamental resource for better understanding of the reprogramming process as well as the mechanism of developmental defects in the cloned embryos.

## RESULTS

### Experiment overview

We collected cloned embryos from a cell line of Chinese pig breed of Laiwu (NT-LW group), cloned embryos from a cell line of Duroc pig (NT-D group) and *in vivo* fertilized embryos of Duroc pig (IV-D group) for whole-genome transcriptome sequencing. Embryos used for sequencing included 1-cell embryos, 2-cell embryos, 4-cell embryos, 8-cell embryos, morulae and blastocysts (Fig. 1, Table 1). In addition, we sequenced the Laiwu and Duroc donor cells, *in vivo* oocytes arrested in the metaphase of the second meiotic division (MII) from Duroc sows, and *in vitro* MII oocytes from hybrid sows which were used for the nuclear transfer receptors. 

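The values of 23 libraries were analysed, 1 per condition, each made from a pool of oocytes or embryos. The paper gives about 10 per sample, and about 5 to 10 for samples of cloned embryos. The IV-D group had 8 libraries, of MII oocytes, 1-cell, 2-cell, 4-cell and 8-cell embryos, morulae and both parts of the blastocyst. One part held ICM together with TE and is called IT, and the other held TE alone. The NT-LW group had 7 libraries from the 1-cell stage onward, and the NT-D group had 8 with the in vitro matured oocytes, which were the nuclear receptors and served here as the oocyte stage of both cloned groups. The donor cells and the added replicates were not analysed here, so no value has an error and no test between conditions could be made. The authors amplified cDNA with the SMART-Seq method, aligned paired-end reads to Sscrofa11.1 with Hisat2, counted them per gene with HTSeq and gave expression as FPKM. Their table holds 8603 Ensembl genes, by its name the differentially expressed ones, and the paper's text does not name the step that chose them. Every number of genes given with these values covers that table alone. Positions are those of the gene symbol in the RefSeq annotation of Sscrofa11.1. From the table, a gene was counted as changed when log2(FPKM + 1) differed by more than 1 between 2 libraries and its FPKM value was at least 1 in one of them. Adding 1 to each value understates the change of a gene with a low FPKM value. No further scaling between libraries was applied.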

A total of 25 samples were sequenced to analyze the dynamic changes in gene expression in the early stages of three different groups of embryos (Table S1). Furthermore, two biological replicates were added for the sequencing of oocytes, 4-cell embryos, 8-cell embryos and blastocysts from the NT-D and IV-D groups and three biological replicates were added for the sequencing of Duroc donor cells. A total of 27 samples were analyzed for more in-depth comparison of the gene expression profiles in the four critical stages of the early embryos (Table S2).

**Fig. 1.**
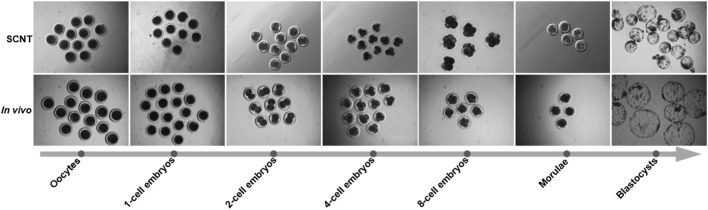
**Microscopy imaging of porcine *in vivo* and *in vitro* matured oocytes and pre-implantation embryos.** From left to right are oocytes, 1-cell embryos, 2-cell embryos, 4-cell embryos, 8-cell embryos, morulae and blastocysts which were derived from artificial insemination or SCNT procedures.

**Table 1.**
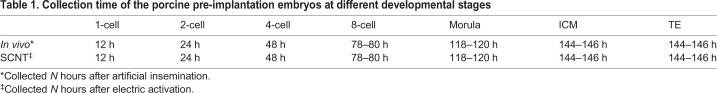
**Collection time of the porcine pre-implantation embryos at different developmental stages**

By using the Illumina HiSeq sequencing platform, we analyzed a total of 44 transcriptome samples, averaging more than 51.2 million reads per sample with a read length of 150 bp (Tables S3 and S4). 

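The depth behind the FPKM values was found from the table, since each value is a whole number of fragments divided by the length of the gene and the depth of the library. Whole numbers of fragments that fit the values were found for 8603 of 8603 genes, of which 8599 had reads in at least 5 libraries. The smallest fitting numbers were taken, which need not be the true ones for a gene with reads in few libraries. In the NT-LW group the depth ranged from 16360158 to 21503604 fragments per library (median 19144618). It was 15028088 to 21191191 in the NT-D group (median 18156573.5) and 14952784 to 22991067 in the IV-D group (median 19974163.5). With 2 reads per fragment this is a mean of 37.2 M reads per library (M is 1e+06), against the paper's stated mean of 51.2 M reads over all its samples. The table does not show whether this depth counts all reads or only fragments counted on genes. The FPKM values use the recovered depth. The genes of the table took 82.8% to 97.2% of it (median 94.5%). A count of 0 allows up to 3 fragments, which on a gene of 1 kb is an FPKM value of 0.130 to 0.201 (median 0.159). Amplified reads carry no molecular identifiers, so such limits cover counting error only. Binomial intervals given for shares of genes treat the genes as independent and do not cover differences between embryos.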

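Of the 8603 genes of the table, 5931 to 7738 had an FPKM value of at least 1 in a library, with a median of 6897. The lowest number was that of the IV-D 2-cell embryos and the highest that of the NT-D morulae. The medians within groups were 6923 genes for NT-LW, 6813.5 for NT-D and 6666 for IV-D libraries. In all, 8601 genes reached this level in at least 1 of the 23 libraries.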

More than 90% (91.5%–98.0%) of clean reads were mapped to the pig reference genome assembly (Tables S5 and S6) and approximately 11.4×10^3^ genes (8.5×10^3^–14.2×10^3^) out of 37.4×10^3^ RefSeq genes were expressed (Tables S7 and S8). A separate comparative transcriptomic analysis was performed on the 25 and 27 samples mentioned above. These data sets were defined as the 25-sample dataset and 27-sample dataset, and corresponding results were presented separately.

### Dynamic transcriptional profiles during the pre-implantation development of porcine embryos

To determine whether gene expression profiles were linked with the developmental stages, we analyzed RNA-Seq data of the oocytes and embryos by unsupervised hierarchical clustering. 

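Pearson's r of log10(FPKM + 1) across the genes of the table was computed for each pair of successive stages, and the 23 libraries were clustered on 1 - r with complete linkage. Genes are not independent replicates, so no p-value is attached to r. From the 4-cell to the 8-cell stage r was 0.760 in NT-LW, 0.708 in NT-D and 0.634 in IV-D embryos, the lowest of the 6 steps in each group. The next lowest was 0.788 in IV-D embryos from the 2-cell to the 4-cell stage. Between oocytes and 1-cell embryos r was 0.973, 0.974 and 0.951 in the same order of groups. The first split of the dendrogram set the 12 libraries from the 8-cell stage onward apart from the 11 libraries up to the 4-cell stage. This held under 5 alternatives, of the pseudocount, the correlation, the filter, the linkage and z-scores per gene, with 0 libraries on the other side. All of them used only genes of the table, by its name the differentially expressed ones. A choice of genes that changed at the 4-cell to 8-cell step would favour a low r and a split there, which these alternatives cannot test. Among the later libraries the IV-D IT library fell with the morulae rather than with the other IT and TE libraries. The alternative that moved the 4-cell to 8-cell values most was the use of z-scores, with r of -0.0561 for NT-LW, -0.185 for NT-D and -0.0623 for IV-D, again the lowest step of each group. 

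**Figure D1:**
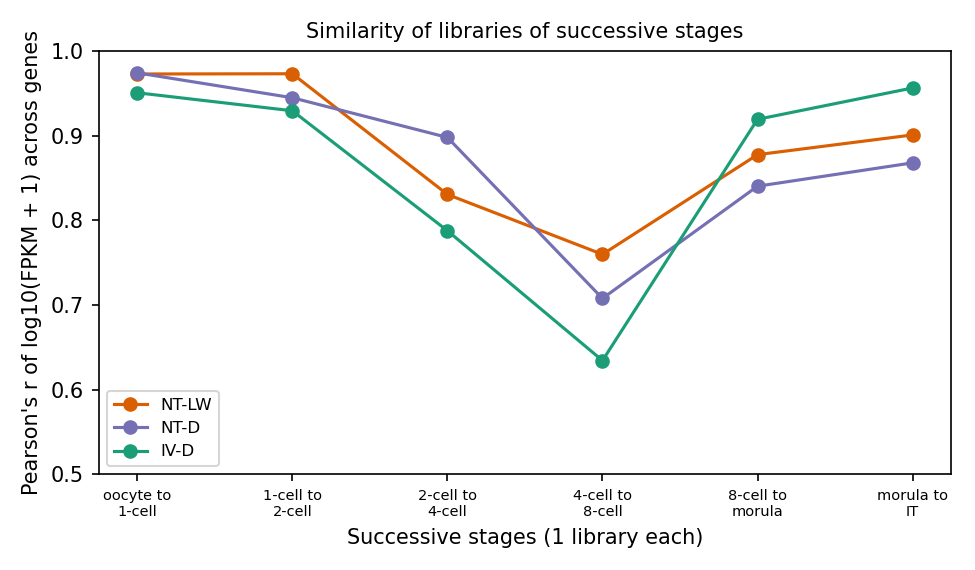
Pearson's r of log10(FPKM + 1) across the genes of the table (y axis) for each step between successive stages (x axis), with 1 library per stage and 1 line per embryo group. The step from the 4-cell to the 8-cell stage lies lowest in each group, at 0.760 in NT-LW, 0.708 in NT-D and 0.634 in IV-D embryos.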

The results of the 25-sample dataset indicated that the gene expression pattern was similar from the oocytes to 4-cell embryos and that the greatest difference in gene expression was observed between the 4-cell and 8-cell embryos, which can likely be explained by the major MZT process (Fig. 2A). In the 27-sample dataset, cloned and *in vivo* derived embryos that clustered together were at the same developmental stage, and the developmental features of the NT-D and IV-D embryos were consistent with the 25-sample dataset (Fig. 2B). Next, the principal component analysis was conducted on the 27-sample dataset (Fig. S1), revealing that the biological replicates of the 4-cell embryos were relatively variable. Since the 4-cell stage is the main activation period of the zygote genome, gene expression rapidly changes, likely explaining the observed variability. The gene expression level of the biological replicates of oocytes, 8-cell embryos, morulae and blastocysts were closely correlated, which showed correlation coefficients (R^2^) between 0.878 and 0.979, but the correlation was only slightly lower among 4-cell embryos, ranging from 0.787 to 0.889 (Table S9).

**Fig. 2.**
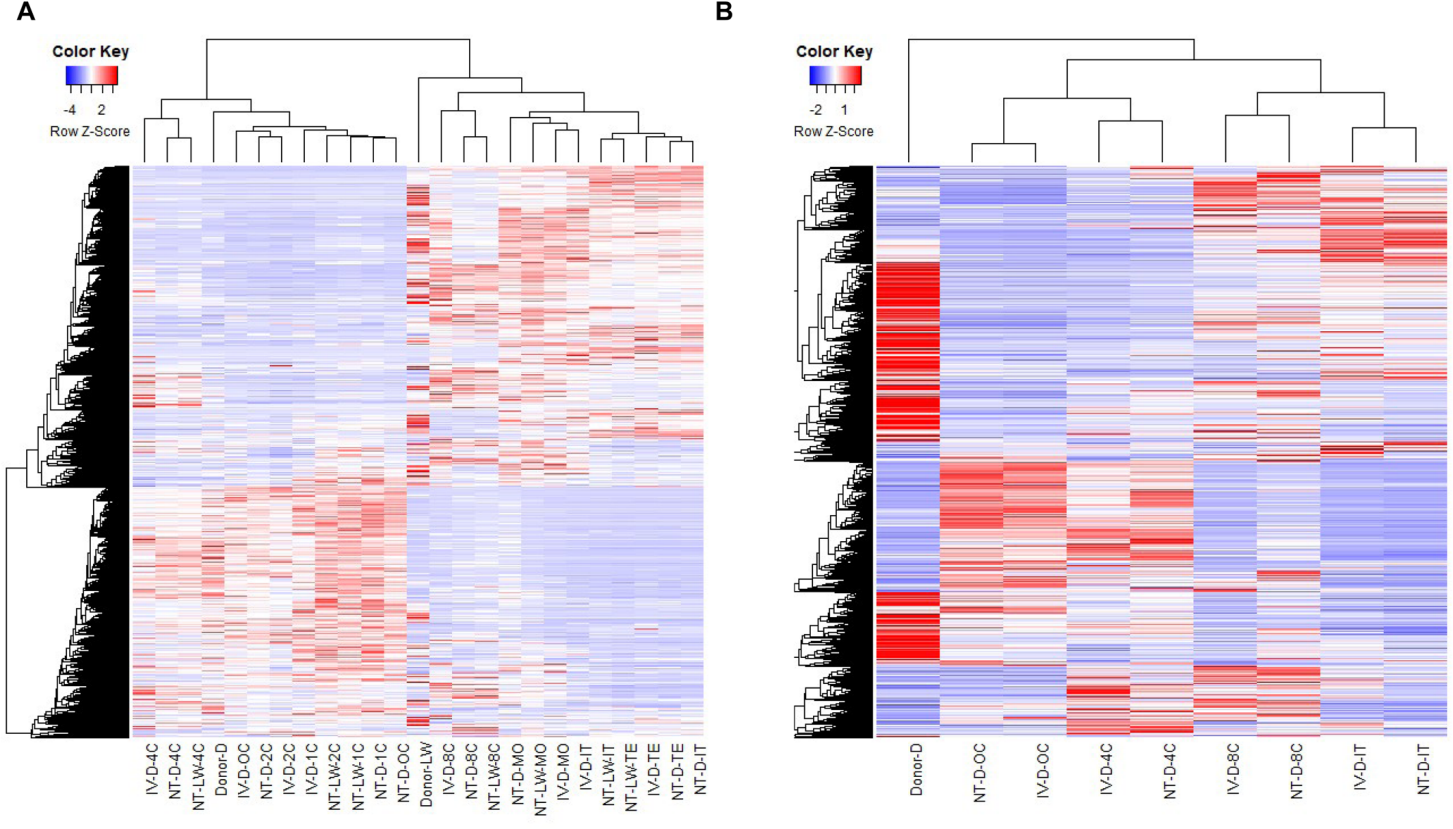
**Unsupervised clustering of the transcriptome of two breeds of cloned and *in vivo* pre-implantation embryos.** (A) Unsupervised hierarchical clustering dendrogram of the transcriptome of all samples without biological replicates in the 25-sample dataset. (B) Hierarchical clustering dendrogram of the transcriptome of all samples with three biological replicates in the 27-sample dataset.

### DEGs in two successive developmental stages of porcine early embryos

Mammalian embryo pre-implantation development undergoes a process from maternal to zygotic control which requires maternal transcript degradation and zygotic transcript activation. In order to compare the transcriptional profiles among developmental stages, the upregulated and downregulated DEGs in the successive developmental stages of the NT-LW, NT-D and IV-D embryo groups at seven cleavage stages were calculated (Fig. 3A–C). In IV-D embryos, the number of DEGs in the 4-cell to 8-cell stage was the highest with 2670 upregulated genes and 2916 downregulated genes. 

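By the fold rule, 5051 genes changed between the 4-cell and 8-cell IV-D libraries, of 7995 with an FPKM value of at least 1 in either. Of these, 2801 were higher and 2250 lower at the 8-cell stage. The median of all these genes rose by 0.25 on the log2 scale. The alternative that moved the total most was a minimum FPKM value of 5 in place of 1, with 4077 genes. After median-ratio scaling the larger number was that of lower genes, 2648 against 2362 higher. The other alternatives kept more higher than lower genes. Among genes with a symbol and an FPKM value of at least 10, the largest falls were in KPNA7 (ENSSSCG00000007607, chromosome 3, 6167382 to 6201282), from 673 to 4.00, and in MCUB (ENSSSCG00000009141, chromosome 8, 112539188 to 112651417), from 649.6 to 5.88. UCHL1 (ENSSSCG00000022945, chromosome 8, 32353766 to 32367288) followed, from 308 to 2.32. The largest rise was in SULT1E1 (ENSSSCG00000039341, chromosome 8, 66811536 to 66838181), from 0.100 to 1473 (6 and 114384 fragments). CKB (ENSSSCG00000021220) rose to 504 (15 and 17269 fragments) and ARG1 (ENSSSCG00000004195, chromosome 1, 32006035 to 32028983) to 309 (14 and 12062 fragments).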

Next, there were 2160 upregulated and 1418 downregulated genes in the 2-cell to 4-cell embryos. 

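From the 2-cell to the 4-cell stage of IV-D embryos, 2508 genes were higher and 897 lower, and the median of the genes compared rose by 0.46 on the log2 scale. SRSF7 (ENSSSCG00000008484, chromosome 3, 101599429 to 101608786) rose from an FPKM value of 2.26 to 881, a log2 difference of 8.08, and RBM7 (ENSSSCG00000027905, chromosome 9, 41947081 to 41955683) from 0.477 to 381. NANOG (ENSSSCG00000040403) had 2 fragments in 2-cell embryos. Its 4-cell value was 1886-fold higher than 3 fragments would give in 2-cell embryos. The largest fall of log2(FPKM + 1) was that of GIN1 (ENSSSCG00000025287, chromosome 2, 108561132 to 108599017), from 302 to 7.71. FCER1G (ENSSSCG00000006357, chromosome 4, 89242467 to 89246344) was next, from 37.0 to 0.247. OOEP (ENSSSCG00000004285, chromosome 1, 53006898 to 53007877) followed, from 1413 to 78.6. FCER1G kept 3 of 651 fragments, so its 149.6-fold fall is an estimate on few fragments and not a lower bound.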

In other stages, the number of upregulated or downregulated genes was less than 1000. 

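Between the IV-D oocytes and 1-cell embryos, 920 genes were higher and 512 lower. From the 1-cell to the 2-cell stage 442 were higher and 1652 lower. The median of the compared genes decreased by 0.41 on the log2 scale at that step. With median-ratio scaling, which divides out such a common shift, 812 genes were higher and 998 lower. From the 8-cell stage to the morula 903 genes were higher and 994 lower, and from the morula to IT 550 and 542.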

Overall, these results suggest that porcine zygotic genome activation process occurs mainly during the 2-cell to 8-cell stage. 

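The 4-cell to 8-cell step had the most changed genes in each of the 3 embryo groups, and this held under the main rule and 6 alternatives. The 2-cell to 4-cell step came next in the IV-D group under all 7 settings. In cloned embryos the next step varied with the setting, between 2-cell to 4-cell, 8-cell to morula and morula to IT in NT-LW, and between 8-cell to morula and morula to IT in NT-D. From the 4-cell to the 8-cell stage 4217 genes changed in NT-LW and 4699 in NT-D embryos.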

Compared with the development of cloned embryos, the greatest difference was reflected in the total number of DEGs, which was drastically reduced from the 2-cell to 4-cell stage. 

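The number of genes that changed from the 2-cell to the 4-cell stage was 1867 in NT-D and 2763 in NT-LW embryos, against 3405 in IV-D embryos. Under the exact binomial test on recovered fragments with an adjusted p-value under 0.005, which compares the fragments of 2 libraries and not 2 conditions, the numbers were 2795, 3655 and 4527 in the same order. One step earlier, from the 1-cell to the 2-cell stage, 2042 genes changed in NT-D and 507 in NT-LW embryos.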

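In the NT-D embryos 1259 genes were upregulated and 608 downregulated from the 2-cell to the 4-cell stage by the fold rule. In the NT-LW embryos 1254 were upregulated and 1509 downregulated. The median of the compared genes rose by 0.20 on the log2 scale in NT-D and fell by 0.18 in NT-LW embryos. After median-ratio scaling the larger number in NT-LW embryos was that of upregulated genes, 1556 against 1085.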

There were 711 upregulated and 717 downregulated genes in the 2-cell to 4-cell NT-D embryos, and 1033 upregulated and 1096 downregulated genes in the NT-LW embryos. 

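From the 8-cell stage to the morula 2687 genes changed in NT-LW, 3474 in NT-D and 1897 in IV-D embryos. From the morula to IT the numbers were 2755, 3489 and 1092. The sums over both steps were 5442, 6963 and 2989, and both cloned groups lay above IV-D under each of the 6 alternatives. With median-ratio scaling the sums were 4825, 6159 and 2987. With 1 library per stage, none of these differences could be set against a spread between replicates.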

Interestingly, comparing 8-cell to morula and morula to blastocyst stage, the total number of DEGs in the cloned embryos was significantly higher than in IV-D embryos. This result suggests that partial waves of early transcriptional activation appear to be delayed in pig SCNT, and so it may lead to the deaths of many cloned embryos before 8-cell stage.

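At the 8-cell to morula step 1729 genes rose and 958 fell in NT-LW embryos, and 2521 rose and 953 fell in NT-D embryos. At the morula to IT step 674 rose and 2081 fell in NT-LW, and 732 rose and 2757 fell in NT-D embryos. The median of the compared genes fell by 0.51 and 0.64 on the log2 scale at this step. With that shift divided out by the median-ratio factors, 1144 genes rose and 1019 fell in NT-LW, and 1319 rose and 1552 fell in NT-D embryos.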

**Fig. 3.**
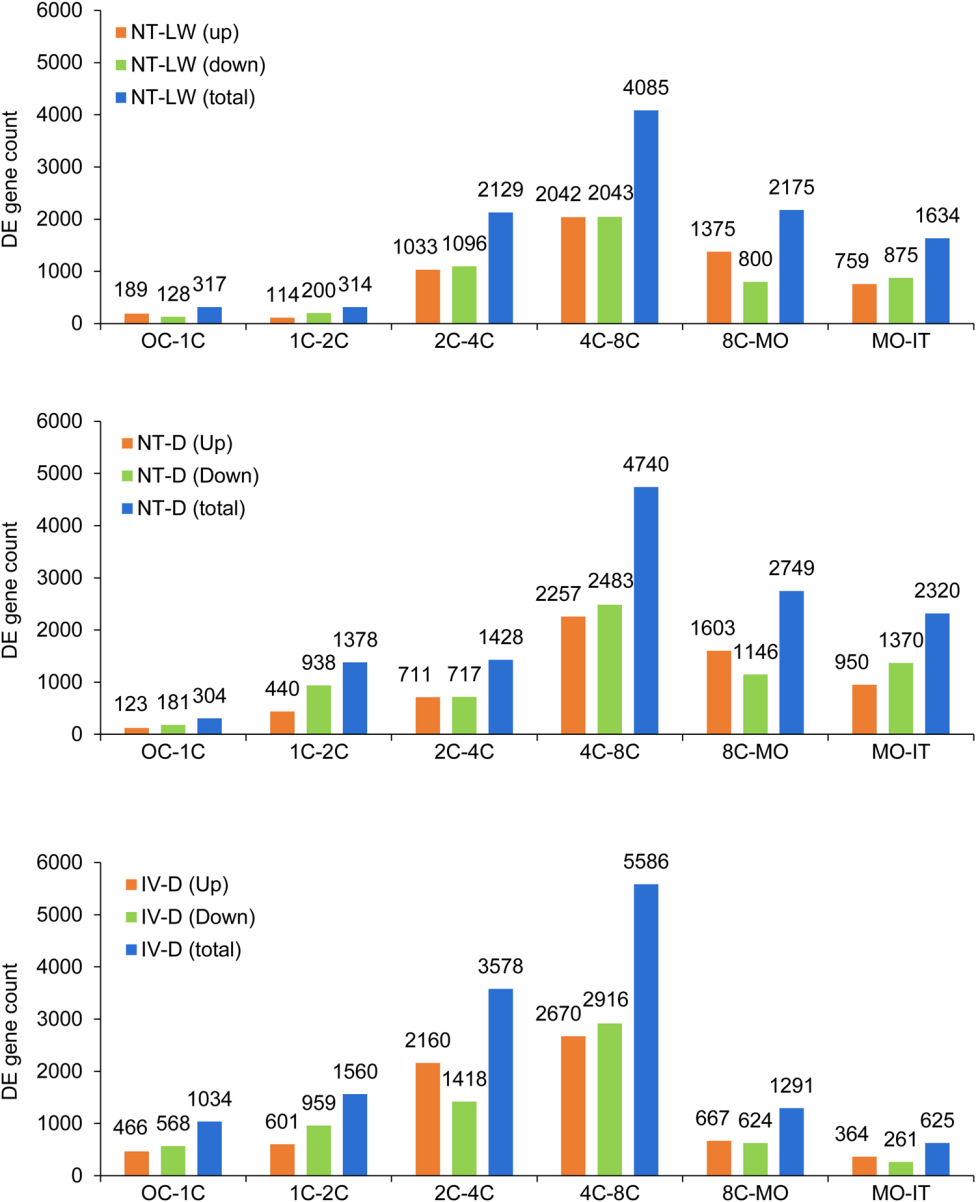
**Numbers of differentially expressed (DE) genes between two successive stages in cloned and *in vivo* embryos.** (A­–C) Histograms of the number of upregulated, downregulated and total DEGs between two successive stages in NT-LW, NT-D and IV-D groups of embryos, respectively. Genes with an adjusted *P*-value<0.005 and the absolute value of log_2_ (fold-change)>1 were found to be differentially expressed between two successive stages.

Ingenuity pathway analysis (IPA, Ingenuity Systems) software was used for the core analysis of the DEGs in two successive early stages of porcine embryo development, and we then performed a comparative analysis of the three groups of embryos. We searched the main canonical pathways that were predicted to be activated or inhibited in each stage of embryonic development. We found that most of the enriched cell signaling pathways were inhibited. However, between the 8-cell stage and blastocyst stage, most of the enriched pathways were activated. Visualization of pathway by activity analysis z-scores while sorted by score, the top five enriched pathways were EIF2 signaling, RhoA signaling, RhoGDI signaling, regulation of actin-based motility by Rho and Integrin signaling (Fig. S2A). At the same time, visualization of pathways was performed using Fisher's exact test *P*-values. Criteria for statistical significance were *P*-value<0.001, 28 terms of significant signaling pathways were enriched (Fig. S2B). Under these conditions, the top five significant enriched pathways were EIF2 signal, protein ubiquitination, oxidative phosphorylation, mitochondrial dysfunction and regulation of eIF4 and p70S6K signaling. Dozens of upstream TFs affecting the sequential development of the successive cleavage stages of porcine early embryos were analyzed (*P*-value<0.001 and |z-score|>2). Among them, the top ten significant TFs derived from IPA analysis were *NFE2L2*, *MYC*, *XBP1*, *MYCN*, *KDM5A*, *PPARGC1A*, *E2F1*, *RB1*, *TP53* and *NUPR1* (Fig. S2C). This result suggests that these genes may play important roles during early porcine embryonic development.

### Stage-specific, first-expressed genes in early development of the cloned and fertilized pre-implantation embryos

Further analysis was conducted to identify genes that were expressed uniquely in one of the seven embryonic developmental stages. To identify stage-specific genes is important for understanding the molecular basis of transcriptional control of developmental processes. The stage-specific genes were filtered according to the three restrictive conditions, where the gene fragments per kilobase per million mapped fragments (FPKM) value was >5 at a particular stage, FPKM value was <1 at all other stages and genes had accession numbers in the Sscrofa11.1 reference genome (Fig. 4A; Table S10). The 4-cell and morula stages were the two stages with the greatest numbers of stage-specific genes. Specifically, there were 77 genes uniquely expressed in the IV-D group at the 4-cell stage. Among these, only 12 genes had FPKM value>5 in the NT-LW 4-cell embryos, and only 15 genes had FPKM value>5 in the NT-D 4-cell embryos. Moreover, *in vivo* derived 4-cell embryos specifically expressed two types of U2 and six types of U6 small nuclear RNA (snRNA). 

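By the rule of an FPKM value over 5 at one stage and under 1 at all others, the 4-cell stage had 45 stage-specific genes in the IV-D group and 7 in each cloned group. The morula had 0 in the IV-D group and 7 in each cloned group. The oocyte, 1-cell, 2-cell and 8-cell stages had at most 3 genes in NT-LW, 8 in NT-D and 7 in IV-D embryos. The blastocyst was counted as expressing a gene when either IT or TE passed, since the paper's text does not name how the parts were joined.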

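Of the 45 genes counted at the IV-D 4-cell stage, 21 had a gene symbol. Keeping only genes with a symbol was the alternative that moved this number most. With the oocyte left out of the other stages the number was 47, and with an FPKM value over 10 required it was 24.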

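Among the IV-D 4-cell-specific genes, 11 had an FPKM value over 5 in NT-LW 4-cell embryos and 10 in NT-D 4-cell embryos. Their median FPKM value was 10.6 in the IV-D, 1.93 in the NT-LW and 1.29 in the NT-D 4-cell embryos. Values under 1 were found for 19 of them in NT-LW and 16 in NT-D embryos. The genes were chosen for a high value in the IV-D library, so lower values elsewhere are in part a result of that choice.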

As a main component of the RNA splicing during eukaryotic post-transcriptional processing, snRNA is involved in the processing of mRNA precursors and RNA regulation in early embryos. Additionally, there were five genes encoding nuclear TFs, including *OLIG3*, *HMX2*, *VAV1*, *MYT1L* and *FOXG1*, in which the highest level of gene expression was detected from the *OLIG3* gene. 

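Among the named genes, HMX2 (ENSSSCG00000010725, chromosome 14, 132691108 to 132699477) had an FPKM value of 10.2 in IV-D 4-cell embryos, 2.83 in NT-LW and 0.365 in NT-D 4-cell embryos. VAV1 (ENSSSCG00000013553, chromosome 2, 72327433 to 72391649) was at 6.97, 2.20 and 0.671 in the same order. MYT1L (ENSSSCG00000029334, chromosome 3, 131928059 to 132294015) was at 5.71, 0.849 and 0.336. The log2 ratios of NT-D to IV-D were -3.03, -2.25 and -2.33, and those of NT-LW were -1.54, -1.32 and -1.86. The other genes of this group were not analysed here.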

*OLIG3* is an important 4-cell stage-specific functional gene, which is a transcriptional co-repressor factor of RNA polymerase II and also the target gene for approximately 90 different miRNAs. Moreover, *OLIG3* also regulates the transcription of DNA promoters and has important biological functions in regulating gene transcription. The FPKM value for this gene in the cloned 4-cell embryos was significantly lower compared to normal embryos, which may lead to the developmental inefficiency of porcine cloned embryos. In blastocysts, the numbers of stage-specific genes were 73, 46 and 69 in the NT-LW, NT-D and IV-D groups, respectively. Among these, only five genes were specifically expressed in all embryo groups (Fig. 4B), suggesting that gene expression patterns at the blastocyst stage are still quite unique between embryo groups.

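With the same rule, 46 genes were specific to NT-LW blastocysts, 23 to NT-D and 39 to IV-D blastocysts. When the blastocyst was represented by the IT library alone the numbers were 37, 18 and 8.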

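The genes specific to the blastocyst in all 3 groups were 4, all of which had a symbol. MYL3 (ENSSSCG00000011325) had FPKM values of 43.9 in NT-LW, 57.5 in NT-D and 63.5 in IV-D blastocysts, in the higher of IT and TE. RENBP (ENSSSCG00000012792) had 16.0, 30.7 and 44.0 in the same order. The others were SH3YL1 (ENSSSCG00000023273), at 5.15 to 15.5, and WNT6 (ENSSSCG00000036932), at 7.30 to 13.9. These 4 genes were named after their values were seen. With these included, the shared genes were 10 for NT-LW with NT-D, and 11 for each cloned group with IV-D.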

**Fig. 4.**
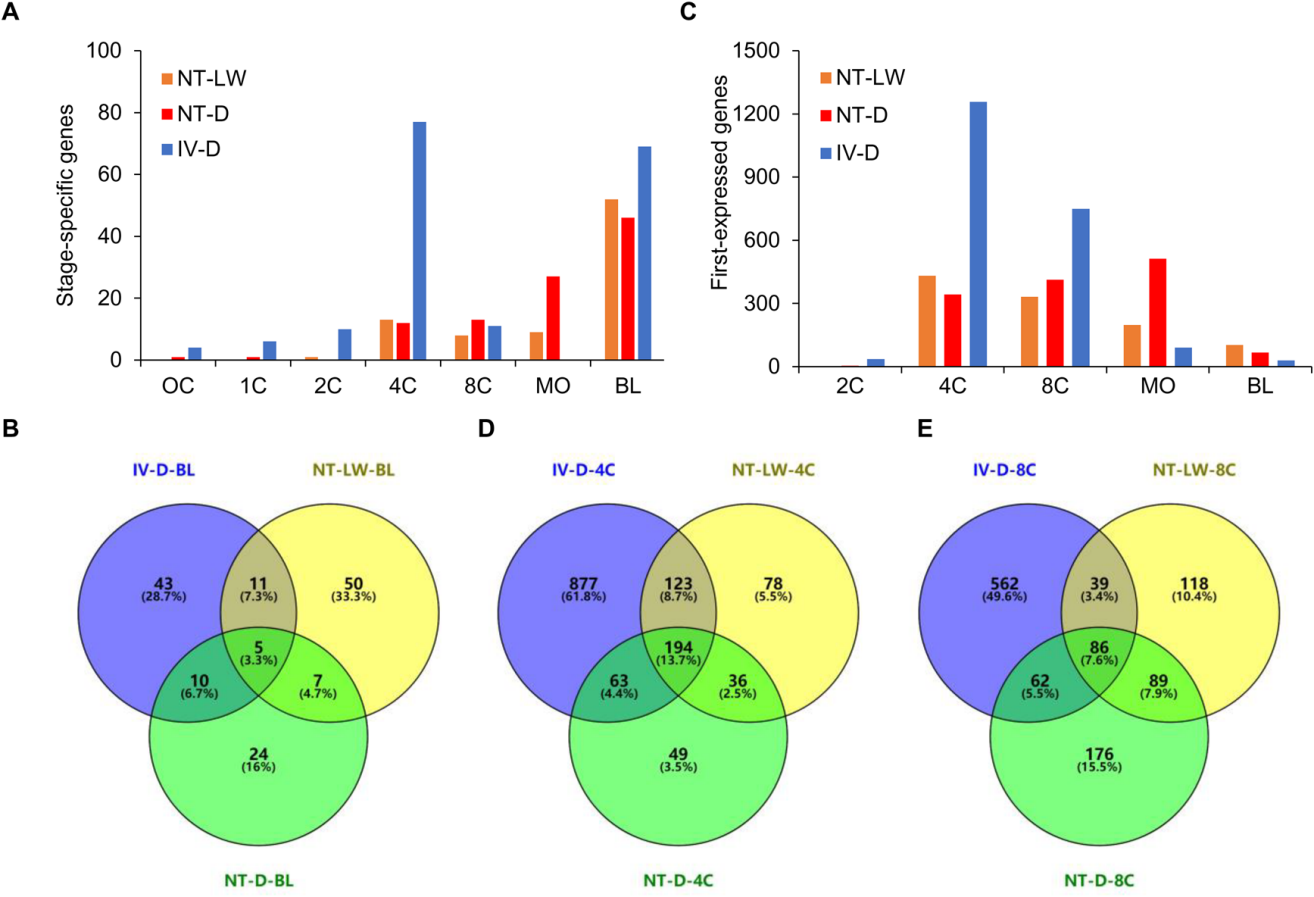
**Identification of stage-specific genes and first-expressed genes.** (A) Histogram of the number of stage-specific genes in NT-LW, NT-D and IV-D embryos. Stage-specific genes are defined as those expressed solely during one stage. (B) Venn diagram for the stage-specific genes in the three groups of blastocysts. (C) Histogram of the number of genes activated at the respective embryonic stages as detected by first appearance of specific transcripts. (D,E) Venn diagrams for the first-expressed genes in the three groups of embryos at the 4-cell and 8-cell stages, respectively.

Next, we identified genes that were activated during early embryonic development. Statistical analysis of the number of first-expressed genes is a good way for understanding the time course of EGA. Genes were considered first-expressed in embryos when the FPKM value was >1 at a particular stage and <1 at all previous cleavage stages, with the adjusted *P*-value<0.05 when compared to the previous time point (Fig. 4C). Application of these filtering criteria in the IV-D group identified 36 genes to be first-expressed at the 2-cell stage, 1257 genes at the 4-cell stage, 749 genes at the 8-cell stage, 91 genes at the morula stage, and 30 genes at the blastocyst stage. 

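Counted by the FPKM rule alone, without a p-value, 102 genes were first-expressed at the 2-cell stage of IV-D embryos, 790 at the 4-cell stage, 659 at the 8-cell stage, 164 at the morula and 58 in IT. The alternative that moved the 4-cell number most was an FPKM value over 2 at the stage, with 539 genes. With an adjusted p-value under 0.05 from the exact binomial test of the fragments of successive libraries added to the rule, it was 781. The 2-cell number rose to 172 when the oocyte was not counted as an earlier stage.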

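In NT-LW embryos 120, 538, 396, 285 and 98 genes were first-expressed at the 2-cell, 4-cell, 8-cell and morula stages and in IT. In NT-D embryos the numbers were 44, 506, 452, 374 and 52. At the 1-cell stage 316 genes passed 1 for the first time in NT-LW and 353 in NT-D embryos, against 539 in IV-D embryos. With an FPKM value over 2 at the stage these were 79, 98 and 210, and the 2-cell numbers fell to 18 in NT-LW and 12 in NT-D embryos.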

The first-expressed genes in each stage of the NT-LW and NT-D embryos were also filtered out (Table S11). We performed a comparative analysis of the first-expressed genes in the three groups at the 4-cell and 8-cell stages (Fig. 4D,E). 

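At the 4-cell stage 302 genes were first-expressed in all 3 groups, 327 in IV-D alone, 70 in NT-LW alone and 67 in NT-D alone. A further 71 were shared by the cloned groups, 95 by NT-LW and IV-D and 66 by NT-D and IV-D. At the 8-cell stage 172 genes were shared by all, and 348, 53 and 92 belonged to IV-D, NT-LW and NT-D alone. Both cloned groups were set against the same IV-D library, so their overlaps with it are not independent.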

The results indicated that large-scale activation of genes in the cloned embryos was likely delayed relative to normal embryos. Specifically, up to 512 genes were first-expressed at the morula stage in the NT-D group, indicating serious delay in the genome activation.

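Of the 790 genes first-expressed at the IV-D 4-cell stage, 368 were first-expressed at the same stage in NT-D embryos, 225 earlier and 160 later. In NT-LW embryos 397 were first-expressed at the same stage, 235 earlier and 109 later. Of the 659 genes of the IV-D 8-cell stage, 175 came later in NT-D and 170 in NT-LW embryos, and 198 and 214 earlier. The later genes of the 4-cell stage were 20.3% in NT-D (95% Wilson interval 17.6 to 23.2) and 13.8% in NT-LW embryos (11.6 to 16.4). Counted the other way, 15.8% of the genes first-expressed at the NT-D 4-cell stage came later in IV-D embryos (12.9 to 19.2), and 17.1% of those of NT-LW (14.2 to 20.5). Genes are not independent replicates, so these intervals do not measure a spread between embryos. From the first-expressed genes of the 4-cell and 8-cell stages, set side by side in the 3 groups (Fig. 4C–E), the paper proposes that the large-scale activation of genes in cloned embryos is delayed. 

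**Figure D2:**
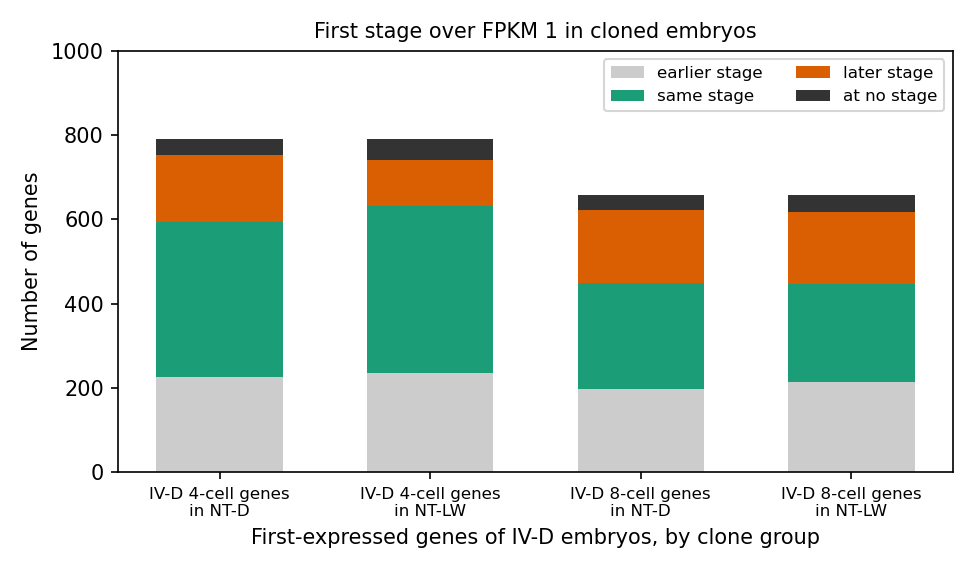
Number of genes (y axis) first-expressed at the 4-cell or 8-cell stage of IV-D embryos, divided by the stage at which each first passed an FPKM value of 1 in NT-D or NT-LW embryos (x axis). Of the 790 genes of the IV-D 4-cell stage, 160 came later in NT-D and 109 in NT-LW embryos.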

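Of the 374 genes first-expressed at the NT-D morula, 114 were first-expressed at the morula of IV-D embryos as well. A further 167 were first-expressed at the 8-cell stage of IV-D embryos and 24 at the 4-cell stage, 26 only in IT, and 26 did not pass 1 at any IV-D stage. Rescaling each library to a sum of 1000000 lowered the NT-D morula number to 242, against 97 in IV-D embryos.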

### The pattern of pluripotency gene expression during early porcine embryonic development

The development of mammalian early embryos critically depends on appropriate expression of pluripotency genes. In order to identify the dynamics of activation of the pluripotency program during porcine embryonic development, the expression patterns of eight pluripotency genes in porcine embryos were analyzed (Fig. 5). Our results showed that the pluripotency networks of early porcine embryos were quite different from mouse and human embryos in earlier reports (Niakan et al., 2012). *KLF17*, *MYC* and *NANOG* were activated and reached the highest level of expression in fertilized 4-cell embryos. 

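In IV-D embryos KLF17 (ENSSSCG00000024191, chromosome 6, 167176834 to 167188418) had 0 fragments from the oocyte to the 2-cell stage, an FPKM value of 96.2 at the 4-cell stage and 16.9 at the 8-cell stage. MYC (ENSSSCG00000005965, chromosome 4, 12455141 to 12460360) was at 0.0320 in 2-cell, 49.8 in 4-cell and 3.76 in 8-cell embryos. NANOG was at 269 in 4-cell and 78.1 in 8-cell embryos. The 4-cell value was the highest of the 8 IV-D libraries for each of these genes.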

Importantly, the expression levels of these three genes were lower in the cloned embryos and particularly the lowest in the Duroc cloned embryos. 

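At the 4-cell stage KLF17 was at 10.7 in NT-LW embryos and had 0 fragments in NT-D embryos. MYC was at 39.9 in NT-LW and 10.9 in NT-D embryos, and NANOG at 130.4 and 56.4. The log2 ratios of NT-LW to IV-D were -3.06 for KLF17, -0.31 for MYC and -1.04 for NANOG, and those of NT-D were -6.60, -2.10 and -2.23. The alternative that moved them most was a pseudocount of 0.1 in place of 1, with -9.91 for KLF17 in NT-D embryos. In NT-D embryos KLF17 reached its highest value at the morula, 16.5, and NANOG at the 8-cell stage, 75.7.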

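KLF4 (ENSSSCG00000005437, chromosome 1, 248604817 to 248609574) had FPKM values of 2.42, 4.74 and 2.16 in IV-D oocytes, 1-cell and 2-cell embryos, 34.6 at the 4-cell and 61.3 at the 8-cell stage. From the morula to IT it went from 42.8 to 23.6. The 8-cell value was the highest in the cloned groups too, 79.3 in NT-LW and 84.6 in NT-D embryos, with log2 ratios to IV-D of 0.37 and 0.46.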

*KLF4* gene was activated at the 4-cell stage and the expression level was the highest at the 8-cell stage. The expression level of *KLF4* was also significantly reduced in the cloned 4-cell embryos, and was the lowest in the Duroc cloned embryos. 

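In 4-cell embryos KLF4 was at 17.7 in NT-LW (1052 fragments) and at 2.27 in NT-D (106 fragments). Its log2 ratios to IV-D were -0.93 and -3.44. Rescaled to a sum of 1000000, the NT-LW ratio passed the threshold of 1, at -1.06.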

The *MBD3* and *SOX2* genes were activated at the 8-cell stages, and were expressed at low levels in the early porcine embryos. The *BMP4* gene was only weakly expressed in blastocysts and not expressed at all during other stages. 

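BMP4 (ENSSSCG00000005045, chromosome 1, 183415989 to 183422888) had FPKM values of 0.388 in IV-D, 0.942 in NT-D and 1.35 in NT-LW IT libraries, and of 0.774, 0.575 and 0.934 in TE. At the 4-cell stage it was at 30.5 in IV-D (1674 fragments), 13.4 in NT-LW and 8.03 in NT-D embryos, its highest value in each group. Oocytes and 1-cell embryos ranged from 0.908 in the IV-D oocytes to 4.94 in the receptor oocytes.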

The expression of *POU5F1* gene was high in embryos from the 1-cell to blastocyst stage and reached the highest level in the fertilized blastocysts and the NT-LW blastocysts. However, in the Duroc cloned embryos, expression of *POU5F1* was the highest at the morula stage. These data suggest that the differences in pluripotent gene expression between the normal embryos and Duroc cloned embryos are relatively greater compared to the Laiwu cloned embryos, and the dysregulation of embryonic cell renewal and differentiation may be more serious in the Duroc cloned embryos.

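Over KLF17, MYC, NANOG and KLF4 the median log2 ratio to IV-D at the 4-cell stage was -2.84 in NT-D and -0.98 in NT-LW embryos. More than 2-fold lower were 4 of the 4 in NT-D and 2 in NT-LW embryos. The difference between the cloned groups was not tested, since each rests on 1 library and both are set against the same IV-D library. BMP4 is given apart, and the other pluripotency genes named in the paper were not analysed here.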

**Fig. 5.**
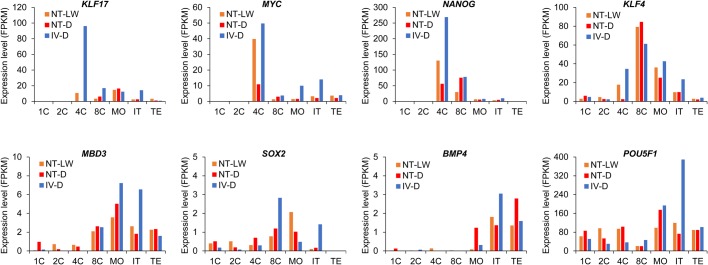
**Expression patterns of eight pluripotency genes.** Each histogram shows the patterns of variability in the FPKM values of a pluripotent gene during early embryonic development. The difference in expression of this gene in NT-LW, NT-D and IV-D embryos can be easily found from the diagrams.

### Identification of specific transcripts of the inner cell mass in porcine blastocysts

The earliest differentiation event in mammalian embryos occurs at the blastocyst stage when totipotent blastomeres differentiate into either pluripotent inner cell mass (ICM) or multipotent trophectoderm (TE). The ICM is the source of embryonic stem cells capable of forming all cell types within the embryo, while the TE give rise to the placenta. Cell fate commitment towards ICM or TE is under the control of specific TFs, so we sought to identify the underlying TFs responsible for first lineage segregation. It is technically very challenging to effectively separate the ICM and TE from porcine blastocysts. In this study, porcine blastocysts were cut into two parts under a stereoscopic microscope using a hand-held microdissection knife, where one half contained ICM and TE (IT), and the other only contained TE. 

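By the rule of an FPKM value over 10 in IT and under 1 in TE, 51 genes of the table were specific to the ICM in IV-D blastocysts, of which 42 had a symbol and 36 are named in Fig. 6. The alternative that moved this number most was an FPKM value over 5 in IT, with 120 genes. The highest was SULT1E1, at 699 in IT and 0.177 in TE. SPIC (ENSSSCG00000000867, chromosome 5, 82724322 to 82793527) was at 376 and 0.0841, and OTX2 (ENSSSCG00000005063, chromosome 1, 186028575 to 186039026) at 56.0 and 0.162. These genes were singled out after their values were seen.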

Using the transcriptome data of the IV-D embryos, 38 specific transcripts of ICM (FPKM<1 in TE and FPKM>10 in IT) were identified (Fig. 6), and included the following TFs: *GSC*, *RUNX1T1*, *SNAI1*, *BATF3*, *BCL3*, *DLX5*, *OSR2*, *KLF17* and *ZFP36L2*. These exclusively expressed TFs not only serve as markers to distinguish between the ICM and the TE, but also may play crucial roles in first cell fate decision.

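All 9 named TFs met the rule. GSC (ENSSSCG00000002490, chromosome 7, 116099053 to 116101153) had an FPKM value of 39.4 in IT and 0 in TE. RUNX1T1 (ENSSSCG00000006115, chromosome 4, 44600292 to 44745954) was at 29.1 and 0.0445, and SNAI1 (ENSSSCG00000032613, chromosome 17, 51546446 to 51552498) at 23.1 and 0.814. The others, BATF3 (ENSSSCG00000026587, chromosome 9, 130699092 to 130711719), BCL3 (ENSSSCG00000027426, chromosome 6, 51256033 to 51264923), DLX5 (ENSSSCG00000038838, chromosome 9, 76639915 to 76643689), OSR2 (ENSSSCG00000006073, chromosome 4, 37890200 to 37897935), KLF17 and ZFP36L2 (ENSSSCG00000038549, chromosome 3, 97200395 to 97203094), lay between 13.2 and 16.1 in IT and between 0.0363 and 0.843 in TE. Their values before the blastocyst were not low throughout, and RUNX1T1 was at 50.9 and GSC at 31.8 in IV-D 4-cell embryos.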

**Fig. 6.**
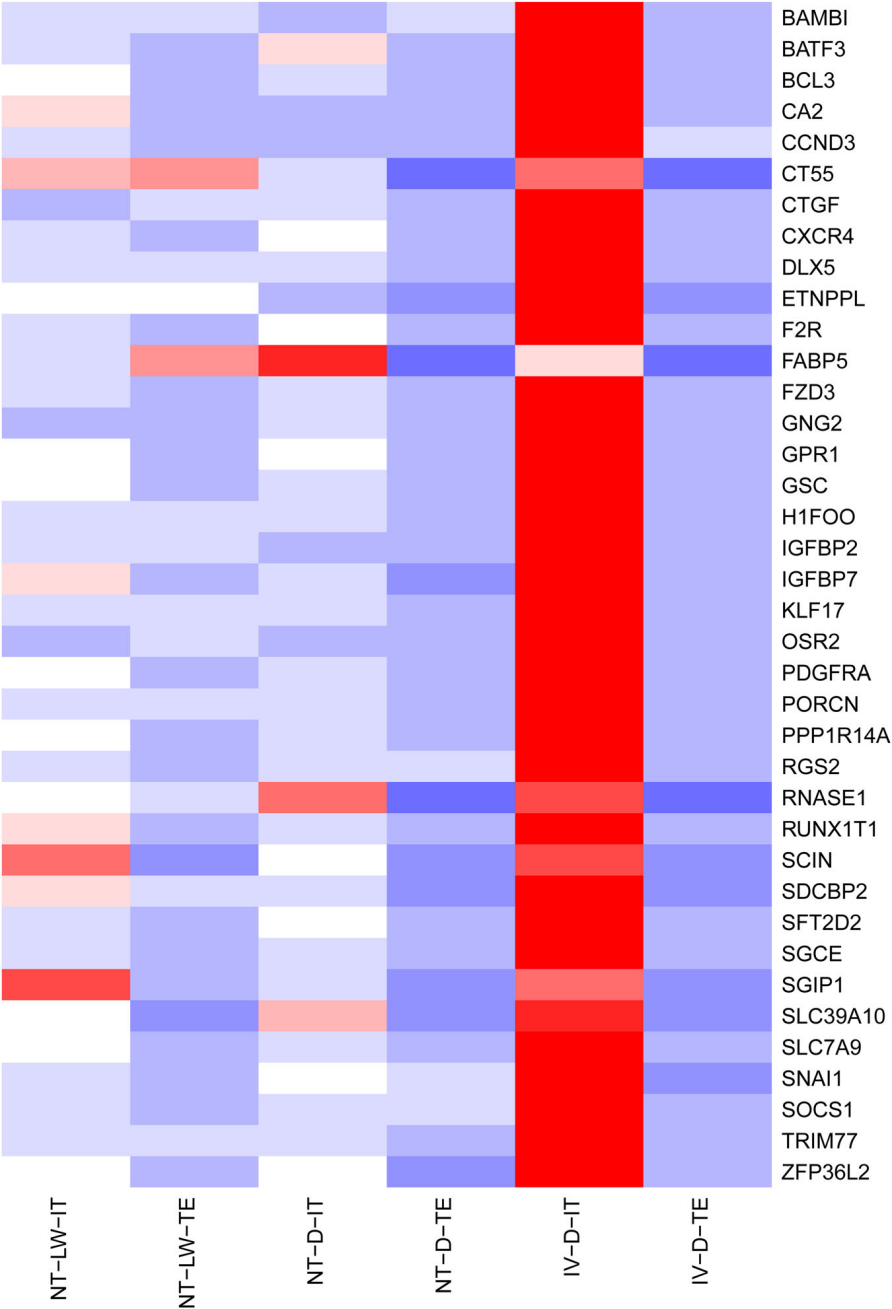
**Heatmap of ICM markers clustering.** Highly expressed genes are shown in red, and minimally expressed genes are shown in blue. Thirty-eight specific transcripts in the ICM (FPKM<1 in TE and FPKM>10 in IT) were identified. The level of expression of most of these genes were significantly reduced in the ICM of NT-LW and NT-D embryos, and they were not expressed in the TE of NT-LW and NT-D embryos.

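In the NT-D IT library 50 of the 51 ICM transcripts were lower than in IV-D, 47 of them more than 2-fold, with a median log2 difference of -2.43. In the NT-LW IT library 49 were lower, 46 more than 2-fold, with a median of -2.27. Transcripts chosen for a high value in one library tend to be lower in any other, so part of these numbers follows from the choice. An FPKM value of at least 1 was kept by 43 in the IT library of each cloned group. In TE, 35 of the 51 were under 1 in NT-D and 22 in NT-LW embryos. OSR2 had 0 fragments in the NT-D IT library, at least 199-fold lower than in IV-D. It had 3 in the NT-LW IT library, by which it was 202-fold lower. Among the TFs, the log2 ratios of the others lay between -2.93 for GSC and -1.48 for BATF3 in NT-D. The embryo groups also differ in how far IT and TE differ at all, with 1975 genes changed between them in IV-D, 425 in NT-LW and 318 in NT-D blastocysts.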

### Comparison of gene expression between the cloned and *in vivo* fertilized embryos from the 25-sample dataset

To identify the DEGs between the cloned and *in vivo* fertilized embryos in seven consecutive points in time, we performed pairwise comparison of the transcriptome of NT-D, NT-LW and IV-D embryos from the 25-sample dataset. 

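Between NT-LW and IV-D the numbers of changed genes from the 1-cell stage to the morula were 1754, 2668, 1524, 2560 and 1161, with 1587 in IT and 1114 in TE. Between NT-D and IV-D they were 1553, 543, 1722, 2104 and 1772, with 1765 in IT and 491 in TE. Between NT-D and NT-LW they were 455, 1121, 325, 451 and 1671, with 361 in IT and 763 in TE. The receptor oocytes differed from the IV-D oocytes in 1005 genes, 903 higher and 102 lower. The median of all compared genes was shifted by 0.25 on the log2 scale between the oocytes, and by 0.66 between NT-LW and IV-D 2-cell embryos, where 2423 genes were higher and 245 lower. At the 1-cell stage the shift was 0.42 for NT-D and 0.35 for NT-LW against IV-D, and 0.29 for NT-D 2-cell embryos. In the later stages it lay between -0.16 and 0.22. Between NT-D and NT-LW it was -0.37 in 2-cell embryos, 0.14 in TE and within 0.1 at the other stages. NT-LW and NT-D were set against the same IV-D library at each stage, so these numbers are not independent.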

The number of DEGs between the same cleavage stages of NT-D, NT-LW and IV-D embryos was counted (Fig. 7A). There were many more abnormally expressed genes in the cloned embryos of the two varieties than in normal embryos, but there were far fewer DEGs between the two varieties of cloned embryos. 

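Summed over the 7 stages from the 1-cell embryo to IT and TE, the changed genes numbered 9950 between NT-D and IV-D, 12368 between NT-LW and IV-D and 5147 between NT-D and NT-LW. The alternative that moved the sums most was the test on recovered fragments, with 16253, 18880 and 9674. The sum between the cloned groups was the smallest under each of the 6 alternatives. At single stages NT-D differed from NT-LW in more genes than from IV-D in 2-cell embryos and in TE, and NT-LW differed from NT-D in more genes (1671) than from IV-D (1161) in morulae. Across genes, r of log10(FPKM + 1) between NT-D and NT-LW was 0.974 in 8-cell embryos, against 0.910 and 0.885 with IV-D. It was also the highest of the 3 in 1-cell and 4-cell embryos and in IT, but not in 2-cell embryos (0.963 against 0.973 between NT-D and IV-D), in TE (0.966 against 0.976) or in morulae (0.928 against 0.952 between NT-LW and IV-D). At the 4-cell stage the largest falls in NT-D against IV-D, after KLF17, were those of FUT9 (ENSSSCG00000004338), from 106 to 1.70, and IL2RG (ENSSSCG00000012397, chromosome X, 57143568 to 57151242), from 39.6 to 0.156. The largest rise was in S100A4 (ENSSSCG00000006578, chromosome 4, 96088102 to 96091160), with 0 fragments in IV-D and an FPKM value of 95.3 in NT-D 4-cell embryos, at least 364-fold higher. CCN2 (ENSSSCG00000004192) rose from 3.37 to 65.0 and BDNF (ENSSSCG00000013333, chromosome 2, 32623668 to 32679293) from 1.35 to 27.9.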

Pathway clustering analysis was performed using an IPA comparative analysis module. 

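IPA was not run here; instead, the median log2 difference of genes listed by symbol, from general knowledge of each pathway and not from a database, was set against 10000 random lists of the same size and expression, among which it has a percentile. For 55 oxidative phosphorylation genes the median difference from IV-D in IT was 0.39 in NT-D (percentile 95.5) and 0.54 in NT-LW (percentile 100). In 4-cell embryos it was 0.21 in NT-D and 0.49 in NT-LW. In 8-cell embryos it was 0.03 in both, and rescaling to a sum of 1000000, the alternative that moved it most, reversed it to -0.23 and -0.25. For 34 proteasome genes the median was -0.34 and -0.31 in NT-D and NT-LW 4-cell embryos and -0.42 and -0.48 in 8-cell embryos, at percentiles of 1.45 to 4.54. In IT it was -0.23 in NT-D, and in NT-LW 17 genes were higher and 17 lower. For the 19 genes of the NRF2 response the median was 0.77 in NT-D and 0.63 in NT-LW IT libraries, both at percentile 100. It was 0.30 and 0.46 in 4-cell and 0.31 and 0.65 in 8-cell embryos. The percentile describes these libraries, and genes of a list are not independent replicates. Sirtuin signaling was not analysed here.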

Filtering with *P*-value<0.0001, and the top five pathways in which the DEGs of the two groups of cloned embryos and normal embryos were most significantly enriched were sirtuin signaling, mitochondrial dysfunction, NRF2-mediated oxidative stress response, protein ubiquitination, and oxidative phosphorylation pathway (Fig. 7B). The TFs (*P*-value<0.001 and |z-score|>2) enriched from IPA pathways included *XBP1*, *MYC*, *E2F1*, *NFE2L2*, *CDKN2A*, *ATF4*, *TP53*, *E2F*, *HNF4A*, *SREBF1*, *NUPR1*, *TP73*, *TP63*, *TCF3*, *CCND1*, *FOXO3*, *RBL1*, *E2F3*, *CREB1*, *FOXM1*, *SREBF2*. These upstream regulatory factors should be important factors in regulating the cell reprogramming process involved in early embryo development in pigs. 

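Between NT-D and NT-LW the same lists were read at the morula, the stage with the most changed genes between the cloned groups, which was chosen after the values were seen. The oxidative phosphorylation genes had a median log2 difference of -0.45 (percentile 1.16), with 42 of 55 lower in NT-D. The proteasome genes had -0.22 (percentile 46.5). The NRF2 response had 0.08 (percentile 65.7), which reversed to -0.23 with only genes of an FPKM value of at least 5. Mismatch repair genes were not analysed here.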

The signaling pathways associated with the DEGs in the same cleavage stages of Laiwu and Duroc cloned embryos were also clustered, and the five most profoundly enriched pathways were mismatch repair in eukaryotes, oxidative phosphorylation, mitochondrial dysfunction, protein ubiquitination, and NRF2-mediated oxidative stress response (Fig. 7C). The upstream TFs obtained by IPA analysis (*P*-value<0.05 and |z-score|>2) included *CREB1*, *TP53*, *SMARCA4*, *SREBF1*, *XBP1*, *PDX1*, *NOBOX*, *TCF3*, *CDKN2A*, *CCND1*, *HSF1*, *E2F3*, *SREBF2*, *CEBPA*, *SIM1*, *ARNT2*, *ASXL1*, *BHLHA15*, *TBX2*, *MKL2* and *MYOCD*. These genes may be important factors induced the difference in the transcriptional regulation mechanisms between cloned Laiwu and Duroc embryos.

**Fig. 7.**
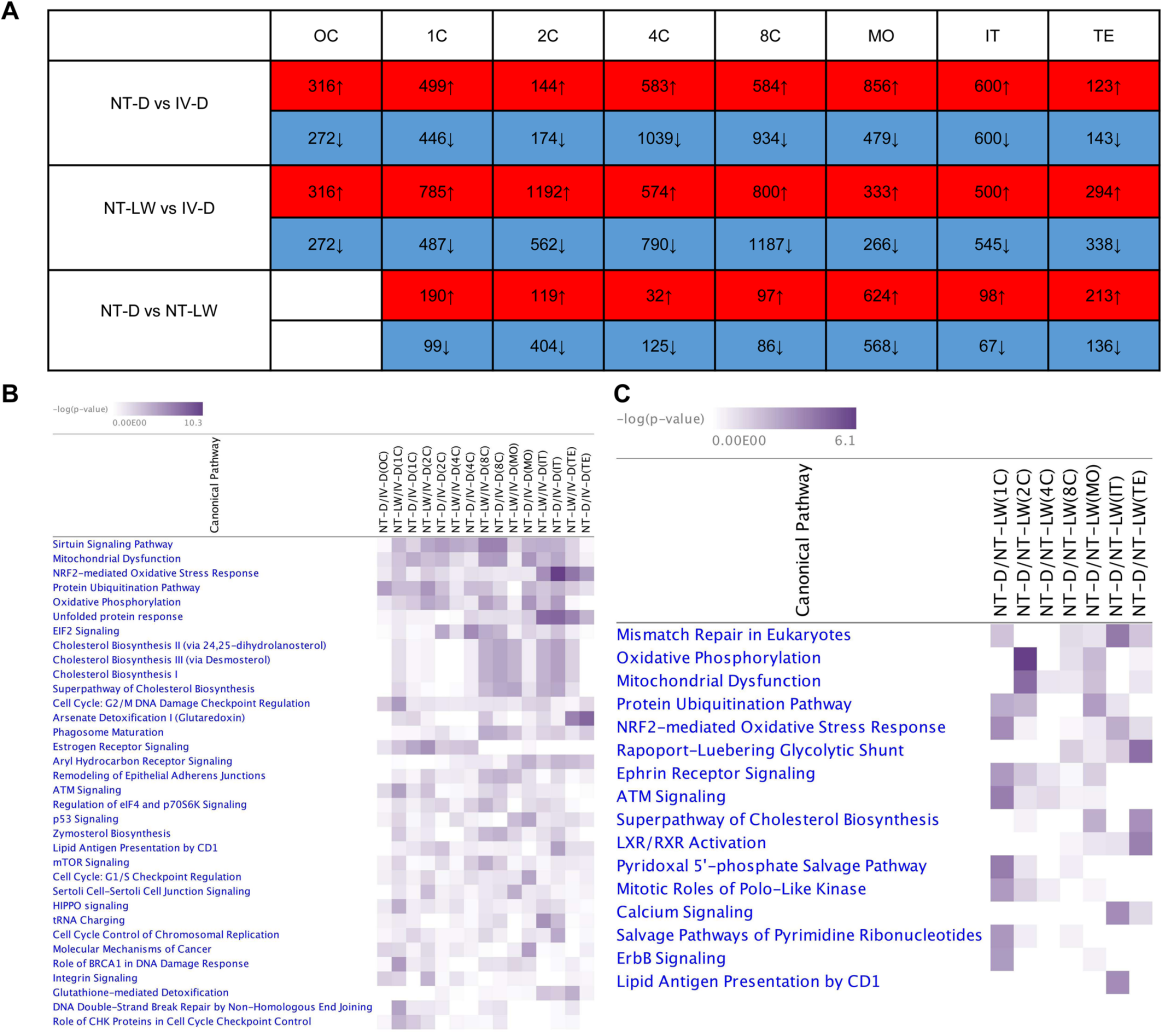
**Comparison of gene expression levels and associated pathways between the cloned and *in vivo* fertilized embryos from the 25-sample dataset.** (A) The number of DEGs between each developmental stage of NT-D, NT-LW and IV-D embryos. (B) Over-representation of IPA canonical pathway annotation terms for DEGs between the cloned and *in vivo* embryos where the criterion for statistical significance was *P*-value<0.0001. (C) Over-representation of IPA canonical pathway annotation terms for DEGs between Laiwu and Duroc cloned embryos at each cleavage stage. Criterion for statistical significance was *P*-value<0.001.

### Comparison of gene expression between the cloned and *in vivo* fertilized embryos from the 27-sample dataset

Next, we performed differential expression analysis between NT-D and IV-D embryos at four stages from the 27-sample dataset. The RNA-Seq experiment encompassed three biological replicates. At the oocyte stage, there were 39 significant DEGs between the NT-D and IV-D groups, of which 35 were upregulated and four were downregulated (Table S12). Only ten DEGs had gene names in the Sscrofa11.1 reference genome. In IPA network analysis results, these ten genes were clustered into one signal network which was associated with cell growth, proliferation, survival and death, and the core controlling factors in the network were *MYC*, *POU5F1* and *TP53*. Among these ten genes, only *TET1* was downregulated in *in vitro* mature oocytes. Interestingly, 5mC-specific dioxygenase *TET1* protein plays an important role in regulating meiosis in mouse oocytes, and mediates DNA demethylation and subsequent activation of a subset of meiotic genes (Yamaguchi et al., 2012). Importantly, *TET1* deficiency can cause meiotic abnormalities of *in vitro* cultured oocytes, which can likely affect the development of porcine cloned embryos. Additionally, we found the upregulated *DRAP1* gene to belong to the nuclear transcription regulators and regulates DNA promoters, RNA polymerase II and NODAL signaling pathways. 

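The values of the 27-sample dataset used here are those of the first library of each stage alone, since the added replicates were not analysed. The paper chose its genes on replicates that include these libraries, so the same direction here is not independent evidence. DRAP1 (ENSSSCG00000012965, chromosome 2, 6409623 to 6411935) had an FPKM value of 18.1 in the in vitro matured oocytes (397 fragments) and 1.64 in the in vivo matured oocytes (42 fragments), a log2 ratio of 2.86. In later IV-D stages it rose to 22.2 in 8-cell embryos and 86.5 in IT.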

The NODAL signaling pathway, regulated by *DRAP1*, *FOXH1* and *OCT4*, plays an important biological role in oocyte maturation and early embryonic development (Cao et al., 2008).

At the 4-cell stage, there was a total of 488 DEGs between the NT-D and IV-D groups, including 57 upregulated and 431 downregulated genes, while only 64 DEGs had gene names in the Sscrofa11.1 reference genome (Table S13). There were only four transcription factor genes with FPKM values>10, including *KLF17*, *OLIG3*, *ZFP37* and *ZFP42*, which are critical in the porcine genome activation process. These four genes had very low expression in the SCNT embryos. Among them, *ZFP37* and *ZFP42* belong to the zinc finger proteins and are closely related to the regulation of gene expression, which is influenced by various microRNAs and can be associated with abnormalities and impairment during embryonic development.

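KLF17 had 0 fragments in the first NT-D 4-cell library and 2981 in the first IV-D 4-cell library, which makes it at least 942-fold lower. It passed an FPKM value of 1 in NT-D embryos at the 8-cell stage, at 6.23. The other genes of this group were not analysed here.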

At the 8-cell stage, 1398 DEGs were identified between the NT-D and IV-D groups, including 420 upregulated and 978 downregulated genes, with only 669 DEGs that had gene names in Sscrofa11.1 reference genome (Table S14). A total of 18 nuclear transcription factor genes (with FPKM values>10) were screened out, of which *HLTF*, *PCBD1*, *SMAD5*, *SUV39H2*, *ZHX1* and *ZNF37A* were induced, and *ASZ1*, *FOS*, *HES1*, *HEXIM2*, *HMGB1*, *KLF10*, *NCOA7*, *SNAI1*, *TEAD4*, *TGIF1*, *VGLL2* and *ZFP42* were suppressed. 

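Of the induced genes that were analysed, 5 of 5 were more than 2-fold higher in the first NT-D 8-cell library, with log2 ratios to IV-D of 1.20 for HLTF (ENSSSCG00000025293, chromosome 13, 89261199 to 89333020) to 2.74 for PCBD1 (ENSSSCG00000010275, chromosome 14, 73769339 to 73807278). PCBD1 was at 11.0 in IV-D and 79.1 in NT-D embryos, HLTF at 2.40 and 6.80 and ZNF37A (ENSSSCG00000031589, chromosome 14, 60759877 to 60861636) at 1.32 and 4.70. SMAD5 (ENSSSCG00000014319, chromosome 2, 138287635 to 138344092) and ZHX1 (ENSSSCG00000005984, chromosome 4, 16100773 to 16134222) were at 13.5 and 10.6 in NT-D embryos. Of the suppressed genes that were analysed, 10 of 10 were more than 2-fold lower, with a median log2 ratio of -2.14. The paper named the induced and suppressed genes from replicates that include these 2 libraries, so their directions were largely fixed in advance. ASZ1 (ENSSSCG00000016627, chromosome 18, 28859140 to 28910927) had 0 fragments in NT-D and was at least 219.7-fold lower than in IV-D. TEAD4 (ENSSSCG00000000736, chromosome 5, 67130392 to 67167579) was at 14.5 in IV-D and 3.17 in NT-D embryos, and TGIF1 (ENSSSCG00000024174, chromosome 6, 103226395 to 103234591) at 37.2 and 6.03. The smallest fall was that of KLF10 (ENSSSCG00000027480, chromosome 4, 34430132 to 34435990), -1.03, which was within 2-fold after median-ratio scaling, at -0.90. The other 6 of these lay between -2.71 and -1.54, and the remaining induced and suppressed genes named in the paper were not analysed here. In the NT-LW library the 10 analysed suppressed genes were more than 2-fold lower as well, with a median of -2.31. That library was set against the same IV-D library, so this result is not independent of the choice either. Over all genes with a symbol, RNASE1 (ENSSSCG00000031649, chromosome 7, 78199007 to 78214832) had the largest fall of log2(FPKM + 1) in NT-D. It went from 206 in IV-D to 1.73. TYR (ENSSSCG00000026409, chromosome 9, 22517047 to 22604290) and NAA11 (ENSSSCG00000009258, chromosome 8, 138324566 to 138333101) had 0 fragments in NT-D and were at least 662-fold and 185-fold lower than in IV-D. The largest rise on the same scale was that of ACYP2 (ENSSSCG00000025224, chromosome 3, 86945635 to 87231376), from 3.49 to 149. S100A4 was next, with 0 fragments in IV-D and at least 114-fold higher in NT-D 8-cell embryos. CCSER1 (ENSSSCG00000022986, chromosome 8, 127729166 to 128953333) followed, from 7.82 to 196.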

The abnormal expression of these genes can likely cause dysregulation of a large number of downstream genes in the cloned 8-cell embryos. For instance, the transcription factor *TEAD4* has been shown to be necessary for trophectoderm lineage specification (Yagi et al., 2007). 

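The median log2 difference of 15 cholesterol biosynthesis genes between the first NT-D and IV-D 8-cell libraries was 0.95, at percentile 100.0 of the random lists. Of these genes 12 were higher in NT-D, 7 of them more than 2-fold, and 3 lower. It passed 1 under 3 of the 4 alternatives, at 1.07 with median-ratio scaling. In the 4-cell and oocyte libraries it was 0.09 (percentile 70.7) and -0.16 (percentile 5.95), and the oocyte value reversed to 0.02 when rescaled to a sum of 1000000. In IT it was 1.23, and in NT-LW it was 0.80 in 8-cell embryos and 1.46 in IT.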

IPA canonical pathway analysis revealed that the top enriched canonical pathways were the cholesterol biosynthesis-related pathways, which was consistent with KEGG analysis also showing that steroid biosynthesis was the only pathway that achieved a significant level of enrichment.

At the blastocyst stage, there were 237 DEGs between the NT-D and IV-D groups, including 28 upregulated and 209 downregulated genes, with only 73 genes that had gene names in the Sscrofa11.1 reference genome (Table S15). 

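In the first IT library of each group, ASZ1 was at an FPKM value of 56.2 in IV-D and 1.72 in NT-D blastocysts, a log2 ratio of -4.40. EHF (ENSSSCG00000013300, chromosome 2, 26287244 to 26340222) was at 2.69 (102 fragments) and 0.339 (14 fragments), a log2 ratio of -1.46. In NT-LW blastocysts the ratios were -2.20 for ASZ1 and -1.35 for EHF.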

There were only five nuclear transcription factor genes (with FPKM values>10), including *ASZ1*, *EHF*, *FOXA2*, *KLF2* and *ZIC5*. The *KLF2* gene is associated with cell proliferation, apoptosis and cell migration (Bialkowska et al., 2017; Wang et al., 2017a). The other four genes are involved in cell differentiation and may be the upstream regulatory factors which can influence ICM and TE differentiation in porcine embryos.

The canonical pathways associated with DEGs in the four different developmental stages between cloned and *in vitro* fertilized Duroc embryos were clustered. The significantly enriched signaling pathways (*P*-value<0.05 and |z-score|>2) included colorectal cancer metastasis signaling, signaling by Rho family GTPases, leukocyte extravasation signaling, IL-8 signaling and Rac signaling pathway (Fig. S3A). All of these terms refer to cellular signaling pathways associated with cancer development and inflammatory responses. With *P*-value<0.05 as the cutoff value, the top five significant pathways for enrichment were cholesterol biosynthesis III, cholesterol biosynthesis II, cholesterol biosynthesis I, hepatic fibrosis/hepatic stellate cell activation and zymosterol biosynthesis pathway (Fig. S3B). We found that fatty acid synthesis and metabolism in the early cleavage process of cloned embryos, especially after reaching the 8-cell stage, as predicted, inhibited relative to normal embryos, indicating that fatty acid biosynthesis in cloned embryos is subject to serious obstacles. 

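For genes of fatty acid synthesis the median log2 difference from IV-D in the first NT-D libraries was 0.35 over 15 genes at the 4-cell stage (percentile 96.3). At the 8-cell stage it was -0.50 over 17 genes (percentile 8.78), with 10 lower and 7 higher. In IT it was 0.07 (percentile 78.4). In NT-LW embryos it was 0.00 in 8-cell embryos and 0.32 in IT. The NT-LW 8-cell value reversed to -0.28 after rescaling to a sum of 1000000 and to -0.15 with only genes of an FPKM value of at least 5.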

The upstream TFs derived from IPA comparison analysis (*P*-value<0.05) included *SMARTA4*, *GATA6*, *RUNX2*, *KLF4*, *CREB1*, *HNF1A*, *UXT*, *PPARGC1A*, *MYCN*, *CREM* and *SMAD7*. These genes mainly clustered in the 8-cell stage and thus may be important functional genes capable of leading to developmental arrest in SCNT embryos during EGA.

### Comparison of expression levels of histone methylation related genes in porcine cloned and fertilized embryos

Histone methylation modifications play an important role in regulation of gene expression and chromatin function. Several studies have reported that dysregulation of tri-methylation modifications of histones H3K9, H3K4 and H3K27 prevent efficient reprogramming of mouse cloned embryos (Hörmanseder et al., 2017; Matoba et al., 2014, 2018). Histone lysine methyltransferases (KMTs) and histone lysine demethylases (KDMs) tightly regulate methylation of histone lysine residues to maintain cell fate and genomic stability and play complex roles in transcription, replication and cell division (Black et al., 2012; Dimitrova et al., 2015; Marmorstein and Trievel, 2009). Given the importance of KMTs and KDMs for regulation of embryo development and cell reprogramming, we used our transcriptome sequencing data to investigate differences in expression of KMTs and KDMs between cloned and fertilized porcine embryos (Table S16). We focused on the expression of KMT and KDM genes related to H3K4me3, H3K9me3 and H3K27me3 with available accession numbers in the Sscrofa11.1 reference genome. Specifically, *KMT2A*, *KMT2C* and *KMT2E* are H3K4 tri-methyltransferases; *SUV39H1*, *SUV39H2*, *SETDB1*, *SETDB2* and *PRDM2* are H3K9 tri-methyltransferases; and *EZH1* and *EZH2* are related to H3K27me3. 

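Of the named methyltransferases, KMT2C (ENSSSCG00000020663, chromosome 18, 4993213 to 5279668), KMT2E (ENSSSCG00000029082, chromosome 9, 104876301 to 105007161), SETDB1 (ENSSSCG00000006645, chromosome 4, 98259801 to 98293238), PRDM2 (ENSSSCG00000020710, chromosome 6, 73135872 to 73240271) and EZH1 (ENSSSCG00000017382, chromosome 12, 20107744 to 20139764) were compared in the first NT-D and IV-D libraries, and the others were not analysed here. In 8-cell embryos their log2 ratios lay between -0.29 and 0.95, with 0 of 5 changed more than 2-fold. Rescaling to a sum of 1000000 reversed the ratio of KMT2E from 0.13 to -0.11 and that of EZH1 from 0.18 to -0.05. That of PRDM2 passed 2-fold with median-ratio scaling, at 1.06, and with a pseudocount of 0.1, at 1.15. In 4-cell embryos the ratios lay between -0.80 and 0.57. In oocytes PRDM2 was more than 2-fold higher in NT-D, 1.14, but 0.94 after median-ratio scaling.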

We compared the FPKM values for the above ten genes in all the samples in the 27-sample dataset (Fig. 8A). The expression levels of *KMT2A* and *SUV39H2* were significantly higher in the cloned 8-cell embryos compared to the fertilized 8-cell embryos, while the other genes were not significantly different between these two types of embryos during the same cleavage stage. 

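In IV-D oocytes, 4-cell and 8-cell embryos KMT2C had FPKM values of 10.1, 8.91 and 2.67, and SETDB1 of 17.7, 7.58 and 2.29. KMT2E was at 16.0, 11.9 and 6.05, and PRDM2 at 6.05, 12.8 and 2.83. In NT-D the 8-cell values of these genes were 2.14, 1.69, 6.70 and 6.40, below the 4-cell values of 6.67, 9.22, 18.1 and 11.7.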

H3K4me3 and H3K9me3-related KMTs were highly expressed in the oocytes and 4-cell embryos, and showed a rapid decline in expression in the 8-cell embryos, indicating that the two types of histone methylation modifications are established early and may require extensive demethylation during porcine embryo activation. The expression of *EZH2* gene was significantly increased in the cloned and fertilized 8-cell embryos, indicating that the 8-cell stage may be an important period for establishing H3K27me3 modification. *SUV39H1* is an important H3K9me3 modifying enzyme in mouse embryos (Matoba et al., 2014), but it was not expressed in mature porcine oocytes or in early embryos as estimated from our sequencing data. The genes in the KDM5 family, KDM5A–5D (JARID1A–1D), specifically remove H3K4 di- and tri-methylation. The KDM4 family includes four homologous demethylases, KDM4A–4D (JMJD2A–2D, respectively) (Zhang et al., 2012). KDM4 proteins are able to remove H3K9 di- and tri-methylation, while KDM6A and KDM6B are H3K27-specific demethylases, which can remove H3K27 di- and tri-methylation. Comparing the FPKM values of KDM genes for all samples in the 27-sample dataset (Fig. 8B), the expression of *KDM4A*, *KDM4D* and *KDM5B* was significantly lower in the cloned 4-cell embryos compared to the fertilized 4-cell embryos. The expression of other genes was comparable between these two types of embryos at the same cleavage period. Both in the cloned and fertilized embryos, *KDM4A*, *KDM4D* and *KDM5A* were expressed at the highest level during the 4-cell stage, and *KDM5B* reached the highest expression level during the 8-cell stage, indicating that the demethylation of H3K4 and H3K9 in porcine early embryos occurs mainly in the 4- and 8-cell stages, and the demethylation of H3K9 occurs sooner. 

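KDM5A (ENSSSCG00000029464, chromosome 5, 67628791 to 67716143), KDM6A (ENSSSCG00000012262, chromosome X, 39953764 to 40154197) and KDM6B (ENSSSCG00000017962, chromosome 12, 53087072 to 53108949) were the demethylase genes compared, and the others were not analysed here. In 4-cell embryos their log2 ratios of NT-D to IV-D were -0.31, 0.12 and 0.07. In 8-cell embryos they were -0.56, -0.80 and 0.04, where rescaling to a sum of 1000000 reversed KDM6B to -0.10 and moved KDM6A past 2-fold, to -1.09. In oocytes all 3 were within 2-fold, and in IT they lay between -0.42 and 0.44, with KDM5A at -0.05, which median-ratio scaling reversed to 0.05.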

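Over the oocyte, 4-cell, 8-cell and IT libraries, KDM5A was highest at the 4-cell stage, at 15.1 in IV-D and 12.0 in NT-D embryos, with oocytes at 6.93 and 10.9 and 8-cell embryos at 6.42 and 4.03. Over all NT-D stages the highest value of KDM5A was that of the 1-cell embryos, 27.4. From the stages at which the demethylase genes peak (Fig. 8B), the paper concludes that H3K4 and H3K9 are demethylated mainly in the 4-cell and 8-cell stages, H3K9 earlier.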

Previous studies have shown that *KDM4B* can play an important role in mouse somatic cell reprogramming (Liu et al., 2016; Wei et al., 2017), but it was lowly expressed during porcine early embryonic development according to our data.

**Fig. 8.**
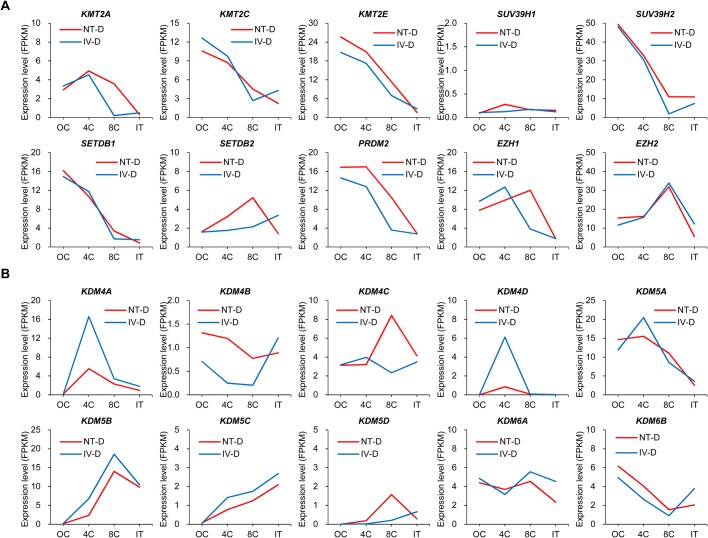
**Expression patterns of histone lysine methylation related genes.** (A) Transcription levels of tri-methyltransferases of H3K4, H3K9 and H3K27 during cloned and *in vivo* fertilized pre-implantation embryos of the Duroc breed. (B) Transcription levels of specific demethylases of H3K4, H3K9 and H3K27 during cloned and *in vivo* fertilized pre-implantation embryos of the Duroc breed.

## DISCUSSION

Multi-omics sequencing of various species has developed rapidly, and several recent studies have reported the gene expression dynamics of human and mouse pre-implantation embryos by RNA-Seq, which has important implications for the study of embryonic development mechanisms (Petropoulos et al., 2016; Stirparo et al., 2018; Xue et al., 2013; Yan et al., 2013). However, in the study of porcine embryo development, there are very few reports highlighting the whole genome gene expression regulatory mechanism of the pre-implantation of cloned embryos or normal embryos. Here, we utilized RNA-Seq to systematically characterize the transcriptome profiles of porcine matured oocytes developing into the blastocyst stage. The developmental efficiency of cloned embryos may differ from that of *in vitro* culture conditions, but to avoid any additional stress on cloned embryos due to surgical transplantation and embryo flushing from the porcine uterus, we cultured the cloned embryos *in vitro* and rigorously selected embryos with better morphology, no fragmentation and homogeneous blastomeres for the construction of sequencing libraries (Cagnone and Sirard, 2016; Østrup et al., 2013). Quality control after cDNA amplification during the construction of all the sequencing libraries showed normal peaks and no RNA degradation. Consequently, our cloned embryo samples were suitable for studying the typical characteristics and defects in gene expression in the cloned embryos at each specific cleavage period. In this study, *in vivo* fertilized embryos were used as a control group. Utilizing fertilized embryos offers advantages, as the development efficiency of *in vivo* derived porcine embryos is higher compared to *in vitro* fertilized embryos, which are commonly used as controls in multiple publications (Bauer et al., 2010; Lee et al., 2018). In pigs, the efficiency of *in vitro* fertilization is very low because of several problems, such as incomplete maturation of oocytes after *in vitro* maturation, a high incidence of polyspermy and poor quality of blastocysts (Grupen, 2014). Additionally, although it is technically feasible to perform RNA-Seq on a single embryo or even a single cell, for this experiment, we decided to prepare each sample with about ten oocytes or embryos. Gene expression patterns between the individual embryos may exhibit individual differences, and some embryos may have cytogenetic abnormalities, such as gene mutations, which may directly affect their gene expression profiles. Transcriptome analysis of a single embryo or of a single blastomere may reflect cellular abnormalities within that particular embryo. Without many biological duplicates, using multiple mixed embryos is more suitable for the analysis of transcriptome characteristics at a particular developmental stage (Graf et al., 2014). Since the sample preparation had to be completed in a very short time, we did not conduct gender identification for IV-D embryos. All male and female embryos of the same cleavage period collected from a pregnant sow were mixed into a single sample for sequencing. However, it is important to note that the NT-LW and NT-D embryos collected for RNA-Seq were all male. Gender differences between the three groups of embryos may also result in differences in gene expression, especially for genes located on the sex chromosomes. 

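The table holds 262 genes on the X chromosome. At the 8-cell stage their median log2 difference from IV-D was -0.54 in NT-D and -0.42 in NT-LW embryos, and the median of all compared genes was -0.12 and -0.02. At the morula it was -0.18 and -0.22, against 0.22 and 0.21 for all genes, and both stages lay at percentile 0 of the random lists. At the 4-cell stage it was -0.06 and -0.02, at percentiles of 23.5 and 15.6. In IT it was -0.06 and -0.05, which median-ratio scaling reversed to 0.07 and 0.01. Of the Y-linked genes listed, the table holds EIF1AY (ENSSSCG00000037509, chromosome Y, 9687350 to 9704489). It was under 1 in each library up to the 4-cell stage, and at the 8-cell stage it was at 41.3 in NT-LW, 36.3 in NT-D and 13.8 in IV-D embryos. At the morula it was at 49.2, 21.5 and 9.74, and in IT at 37.4, 37.2 and 27.6.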

Based on the analysis of our transcriptomic data of single 4-cell embryos (unpublished data), the sex of *in vivo* fertilized 4-cell embryos mainly influenced gene expression levels on the sex chromosomes, but other autosomal genes were not affected. Therefore, we only considered the influence of gender on sex chromosomes. The results described above indicate that the RNA integrity of our embryonic samples was high, resulting in good quality in the sequencing libraries. The mapping rate of all sequenced clean reads to the reference genome was more than 90%, and the average number of genes detected more than 10,000 (with FPKM value>1). These results are comparable with other single-cell RNA-Seq methods reported in previous studies (Biase et al., 2014; Wang et al., 2017b), indicating that the transcriptome sequencing method used in this experiment is likely valid, the reliability and accuracy of the transcriptome data are high and this analysis has the potential to provide meaningful reference data for future research.

After the donor cells were transferred to the recipient oocyte, the cloned embryos underwent nuclear silencing of gene expression, epigenetic memory erasure in somatic cells, embryonic genome activation and reestablishment of new epigenetic modifications (Saitou et al., 2012; Xu and Xie, 2018). Donor cells determine the correctness and completeness of the nuclear reprogramming process, which is one of the most critical factors affecting cloning efficiency. Many previous studies have shown that donor cell type, differentiation, passage number and epigenetic modification state can all influence cloning efficiency (Bonk et al., 2007; Hirasawa et al., 2013; Zhai et al., 2018). Using several years of statistical analyses of pig cloning experimental data, our research team discovered that the cloning efficiency of Laiwu pigs was significantly higher compared to that of Duroc pigs (Li et al., 2013c). Laiwu pigs are one of the most prolific pig breeds in China. Duroc sires imported from the United States are utilized most frequently as a terminal/paternal sire in the three-breed terminal cross-breeding program. Duroc boars are the predominant terminal sires worldwide, and they provide 100% heterosis when mated to Yorkshire×Landrace F1 females. According to the results of the preliminary experiments, the blastocyst development efficiency of the Laiwu and Duroc cloned 1-cell embryos collected in our sequencing experiment reached 30% and 20%, respectively, indicating that a significant difference exists between the cloning efficiency of the two donor cell lines. In this study, we compared the differences in gene expression patterns of NT-LW and NT-D embryos. We sought to identify the intrinsic molecular mechanisms that underlie differences in cloning efficiency between these two different breeds of pigs. Our analysis indicated that the number of genes that failed to be appropriately activated in the 4-cell NT-LW embryos was significantly lower compared to the NT-D embryos. 

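Of the genes first-expressed at the IV-D 4-cell stage, 158 were first-expressed later or at no stage in NT-LW embryos and 197 in NT-D embryos. Those that never passed an FPKM value of 1 were 49 in NT-LW and 37 in NT-D embryos. With an FPKM value over 2 required, 81 and 97 genes were later or never expressed. At the 8-cell stage the numbers were 212 and 211. With 1 library per group the difference between the cloned groups could not be tested.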

Another important feature of the NT-LW embryos is that the pattern of pluripotent gene expression changes from the cloned 1-cell embryo to the blastocyst stage is more similar to a normally fertilized embryo. In particular, the variation tendency of *MYC*, *NANOG*, *KLF4*, *BMP4* and *POU5F1* in the early development of the NT-LW embryos and normal embryos was consistent while the dysregulation of pluripotent genes in the NT-D embryos was more variable. These pluripotent genes are key candidates that can drive the development of early embryos, which can likely explain the higher developmental potential of NT-LW embryos.

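After the 4-cell stage MYC was at 1.30, 1.46 and 3.29 in NT-LW 8-cell embryos, morulae and IT, 2.98, 1.60 and 2.19 in NT-D, and 10.0 and 14.0 in IV-D morulae and IT. NANOG was at 29.8, 6.75 and 3.76 in NT-LW, 5.55 and 5.00 in NT-D morulae and IT and 7.73 and 9.80 in those of IV-D. KLF4 went from 4.53 in NT-LW 2-cell embryos and 2.55 in NT-D 2-cell embryos to 9.74 and 9.87 in IT. BMP4 fell to 3.27 in NT-LW, 2.83 in NT-D and 3.14 in IV-D 8-cell embryos. The shapes of these courses were not tested against each other.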

In the present study, we obtained the dynamic transcriptional profiles of porcine cloned and *in vivo* fertilized embryos. Our data provide comprehensive insight into the aberrant gene expression patterns in porcine cloned embryos produced via SCNT. The profiling of DEGs, identified pathways and key TFs will facilitate in-depth understanding the molecular mechanisms underlying the failure of SCNT. The dysregulated critical genes observed in cloned embryos could serve as potential candidate genes for the embryonic competence gene markers selection and verification. We identified many previously unknown genes abnormally expressed in cloned porcine embryos at seven cleavage stages. Dozens of TFs were found to be abnormally expressed in cloned porcine embryos at specific stages, of which several TFs (*MYC*, *TP53*, *TET1*, *MYCN*, *SUV39H2*, *KDM4A*, *KDM4D*, *KDM5B*) have been reported to play essential roles in mouse and human early cloned embryo development, but are not well understood in pigs (Liu et al., 2016; Matoba et al., 2014; Matoba and Zhang, 2018). We have found the top significant pathways associated with the DEGs in cloned and normal embryos to include oxidative phosphorylation, mitochondrial dysfunction, protein ubiquitination and cholesterol biosynthesis. In addition, we focused on genes related to histone lysine methylation, which is a hot topic in the study of improving mouse SCNT efficiency in recent years. For this reason, we provide evidence that H3K4 and H3K9 methylation contribute to resistance to transcriptional reprogramming in cloned porcine embryos.

In summary, for the first time, we reported the whole genome transcriptomes of the three sources of porcine pre-implantation embryos, including Laiwu and Duroc cloned embryos and *in vivo* fertilized Duroc embryos. Our data not only provided a valuable resource for dissection of gene regulatory mechanisms underlying the development of porcine embryos, but also identified novel molecular defects and transcriptome changes during SCNT reprogramming. Further work based on these results might significantly increase the efficiency of pig SCNT technology.

## MATERIALS AND METHODS

### Animal ethics statement

This study was carried out in strict accordance with ‘The Instructive Notions with Respect to Caring for Laboratory Animals’ issued by the Ministry of Science and Technology of China. The animal experimental protocol was approved by the Institutional Animal Care and Use Committee of South China Agricultural University. All efforts were made to minimize animal suffering.

### Donor cell culture and somatic cell nuclear transfer

Nuclear donor cells of the NT-LW and NT-D embryos were isolated from ear fibroblasts of a 1-year-old Laiwu boar and a 1-year-old Duroc boar, respectively. The Duroc boar was the male parent of all the RNA sequencing fertilized embryos. The primary cells were frozen in liquid nitrogen. Prior to SCNT, donor cells were thawed and cultured in Dulbecco's modified eagle medium (DMEM) supplemented with 10% fetal bovine serum at 37°C in a humidified atmosphere of 5% CO_2_ and 95% air. Cells at three to five passages were used for this study.

Porcine ovaries were collected from a local slaughterhouse in Tianhe District, Guangzhou. Cumulus-oocyte complexes (COCs) were picked out from the follicular fluid and cultured *in vitro* for 42–44 h. Matured COCs were aspirated into a 1.5 ml tube and freed from cumulus cells by repeated pipetting in 0.1% hyaluronidase. Matured oocytes with a first polar body were selected as nuclear receptors.

The SCNT experiments were performed according to our previous study (Li et al., 2013b). After the micromanipulation of removing oocyte nucleus, we performed staining with Hoechst 33342 fluorescent dye (Thermo Fisher Scientific) and visualized the cells with subsequent short UV exposure to confirm successful enucleation. Oocytes which still had nuclei were discarded (Iuso et al., 2013). A single fibroblast cell was microinjected into the perivitelline space of the oocytes. The oocyte-donor cell complexes were cultured in the PZM3 medium at 38.5°C for 30 min and then activated to fuse by two successive DC pulses of 1.2 kV/cm for 30 μs using an electro-fusion instrument (model: CF-150/B, BLS Company, Hungary). The reconstructed embryos were cultured in a low-oxygen humidified atmosphere containing 5% CO_2_, 5% O_2_ and 90% N_2_ at 38.5°C.

### Collection of porcine oocytes and embryos for RNA sequencing

*In vivo* matured oocytes were collected from 2-year-old Duroc sows in estrus. *In vivo* fertilized embryos at different stages were collected from pregnant Duroc sows after artificial insemination. The male parent of all IV-D embryos was the same Duroc boar, resulting in all IV-D embryos being classified as paternal half-siblings. The embryos were flushed from the uteri after post-mortem hysterectomy. Briefly, the front uterine horns were first clamped with hemostatic forceps, Dulbecco's phosphate-buffered saline (DPBS) containing 1% PVA was injected from the tubal fimbria into the uterus, collected at the cervix with a plastic catheter, and then finally embryos were collected under a stereoscopic microscope. The embryonic selection criteria were based on the previous studies (Baczkowski et al., 2004; Yan et al., 2013). The selection of SCNT embryos for RNA-Seq followed similar screening criteria as for normal embryos. About five to ten cloned embryos at the same cleavage stage with blastomeres of similar size and no intracytoplasmic fragments were mixed to form a SCNT embryo sample. All embryos selected for this study had good morphology. The zona pellucida of oocytes and embryos was removed by acidic Tyrode's solution (Sigma-Aldrich, T1788), and then washed twice with DPBS containing 0.1% bovine serum albumin before placing in lysis buffer. Since the porcine ICM and TE are difficult to separate while maintaining cell viability, a hand-held microsurgical knife was used to cut a blastocyst into pure TE and a part of the embryonic cell containing ICM and TE under a stereoscopic microscope (Cao et al., 2014). By comparing the transcriptome data of these two parts of blastocysts, approximate gene expression profiles of the ICM and TE cells can be obtained.

### RNA library construction and sequencing

Cells, oocytes and embryos were lysed in 6 μl of lysis buffer with RNase inhibitor. cDNA was generated and amplified with the SMART-Seq^®^ v4 Ultra Low Input RNA Kit for Sequencing (Clontech, 634892). Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina following manufacturer's recommendations and index codes were added to attribute sequences to each sample. Paired-end 150 bp sequencing was performed on an Illumina Hiseq platform at Novogene Corporation in Beijing.

### Reads mapping and gene expression analysis

Reference genome (Sscrofa11.1) and gene annotation files were downloaded from Ensembl public FTP site (http://asia.ensembl.org/info/data/ftp/index.html). Paired-end clean reads were aligned to the porcine reference genome using Hisat2 v2.0.4. HTSeq v0.9.1 was used to count the reads numbers mapped to each gene. Gene expression level was measured as FPKM to eliminate the effects of sequencing depth and transcript length. We identified all of the genes with a FPKM value ≥1 as the expressed genes.

### Differential expression analysis

For the 25 sequencing samples without biological replicates, prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis was performed using the DEGSeq R package 1.20.0. The *P*-values were adjusted using the Benjamini-Hochberg procedure. Corrected *P*-value of 0.005 and log_2_(fold-change) of 1 were set as the threshold for significantly differential expression.

For the 27 sequencing samples with three biological replicates per group, DEGs were identified using DESeq R package 1.18.0. DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution (Anders and Huber, 2010). The resulting *P*-values were adjusted using the Benjamini-Hochberg procedure for controlling the false discovery rate. Genes with an adjusted *P*-value<0.05 were considered to be differentially expressed.

Principal component analysis for RNA-Seq samples was implemented using R function prcomp, and only genes with averaged FPKM value ≥1 were used for the analysis. FPKM values for the differentially expressed genes were log10-transformed and reordered according to hierarchical clustering using the R packages. The sample correlation matrix was investigated using the squared Pearson correlation coefficient (R^2^) between each possible pair of samples.

### Functional analysis of DEGs

GO enrichment analysis of DEGs was performed using the goseq v1.24.0 in R. GO terms with corrected *P*-values<0.05 were considered statistically significant. We also used KOBAS 3.0 software to test the statistical enrichment of DEGs in the KEGG pathways.

We used Ingenuity Pathway Analysis (IPA) software to identify significantly enriched pathways for DEGs between different points in time and different sources of embryos. Only DEGs with gene symbols were identified by IPA datasets for performing ‘core analysis’. IPA was used to identify top canonical pathways, upstream regulators, mechanistic networks, and gene interaction networks. ‘Comparison analysis’ is a powerful functional clustering tool for analyzing multiple groups of embryos. Calculating the z-score can help infer the activation states (‘activated’ or ‘inhibited’) of implicated biological processes. Significance was determined using a Fisher's exact *P*-value that was adjusted for multiple testing correction using the Benjamini-Hochberg method. A detailed description of the method for using IPA can be found at www.ingenuity.com.

## Supplementary Material

Supplementary information

# Supplementary material for: Characterization and comparative analyses of transcriptomes of cloned and in vivo fertilized porcine pre-implantation embryos
**Source:** Biol Open. 2019 Apr 5;8(4):bio039917. doi: 10.1242/bio.039917
**Supplement:** Supplementary information

**Fig. S1. Principal component analysis of the transcriptome of Duroc donor cells and embryos in the 27-sample dataset.** Samples at the same stage of development cluster closer than they do to any other sample. In addition, the variation among 4-cell embryos was more pronounced than at the other embryo stages.

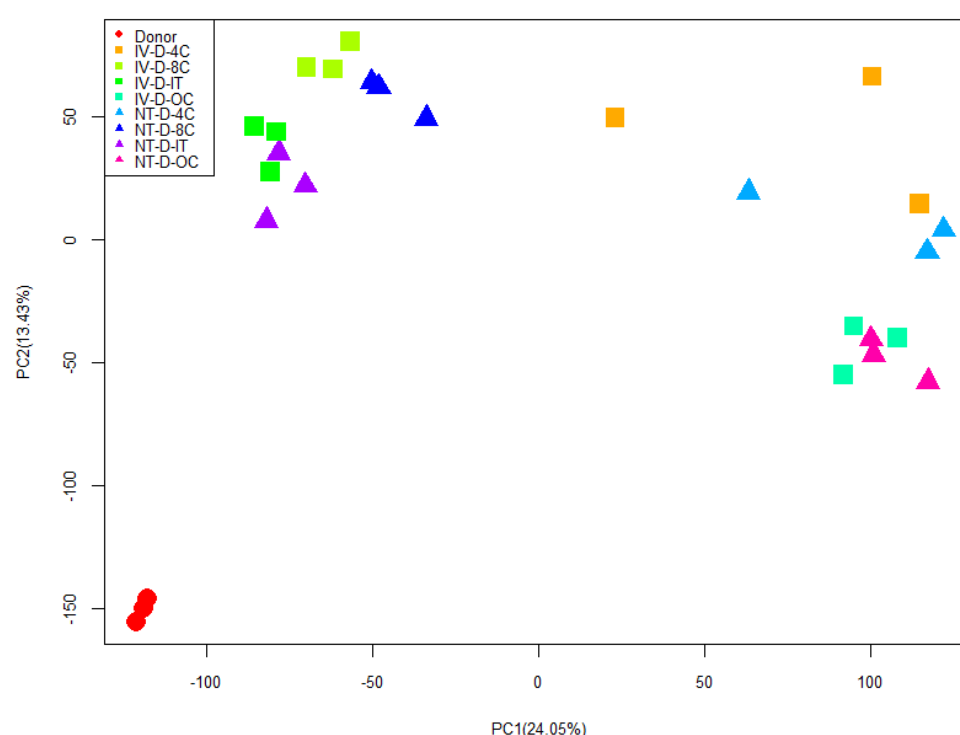

**Fig. S2. Heatmaps from results of IPA comparison analysis of DEG core analysis in each two successive stage of three groups of porcine pre-implantation embryos.**

(A) Over-representation of IPA canonical pathway annotation terms for DEGs between each two successive stages by activity analysis z-scores. Criteria for statistical significance were  $P\text{-value} < 0.001$  and  $|z\text{-score}| > 2$ . (B) Over-representation of IPA canonical pathway annotation terms by  $P\text{-values}$  where the criterion for statistical significance was  $P\text{-value} < 0.001$ . (C) Upstream transcription factors identified for the

sequential development of the successive cleavage stages of porcine embryos. Criteria for statistical significance were  $P$ -value  $< 0.001$  and  $|z\text{-score}| > 2$ .

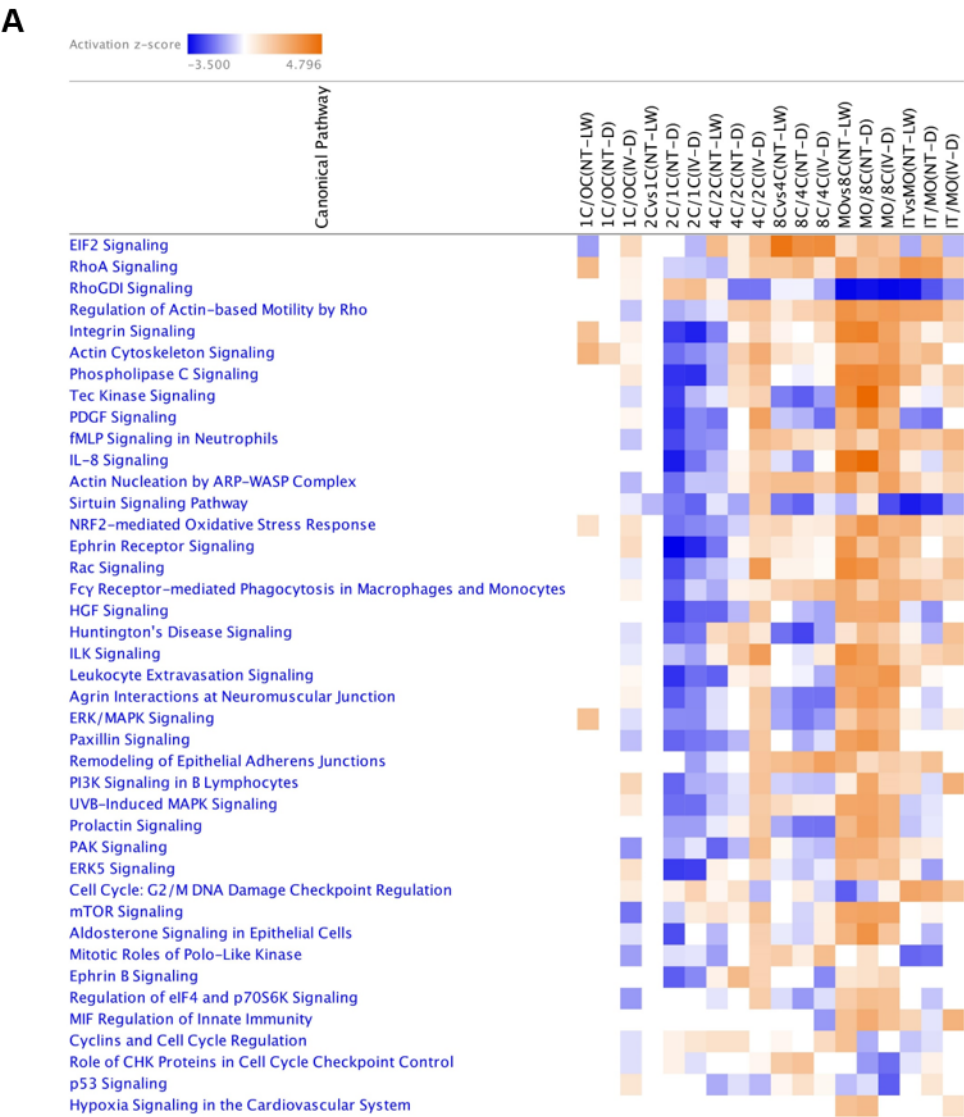

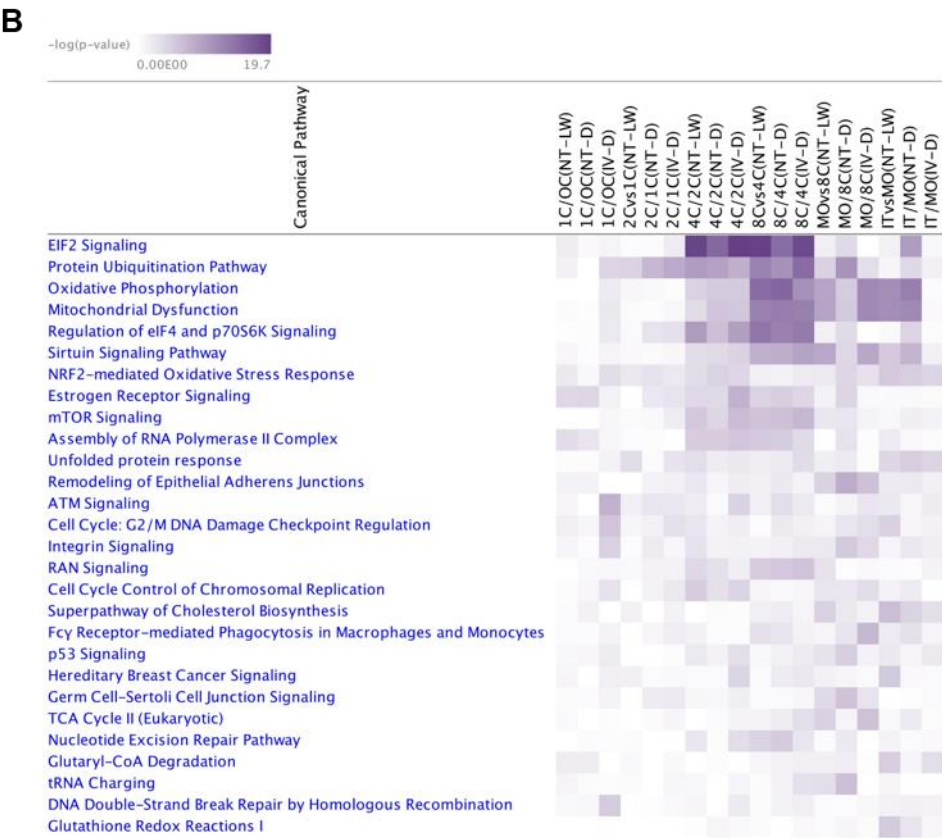

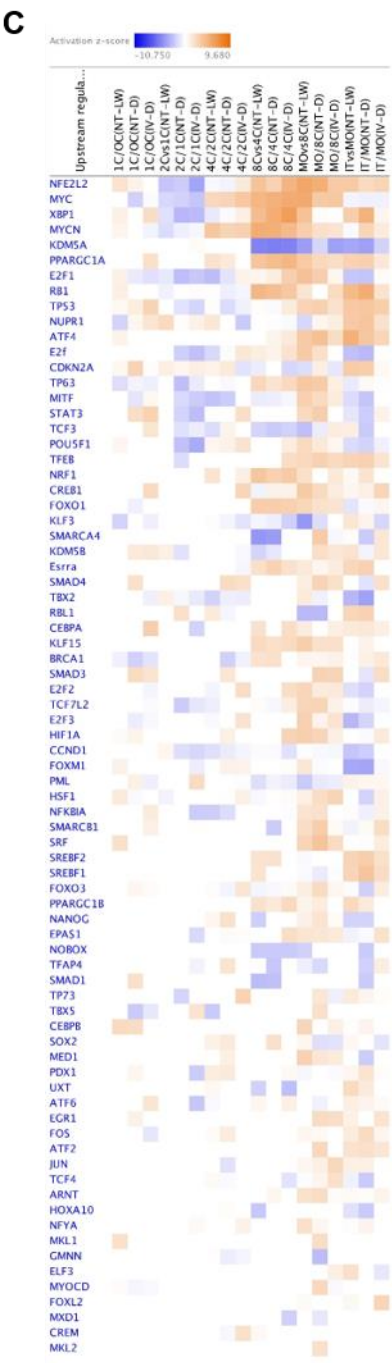

**Fig. S3. Heatmaps from IPA Comparison Analysis results of DEGs core analysis between the cloned and *in vivo* fertilized embryos from the 27-sample dataset.** (A) Over-representation of IPA canonical pathway annotation terms for DEGs between the cloned and *in vivo* fertilized embryos at four stages. Criteria for statistical significance were  $P$ -value  $< 0.05$  and  $|z\text{-score}| > 2$ . (B) Over-representation of IPA canonical pathway annotation terms for DEGs between the cloned and *in vivo* fertilized embryos where the criterion for significance was  $P$ -value  $< 0.05$ .

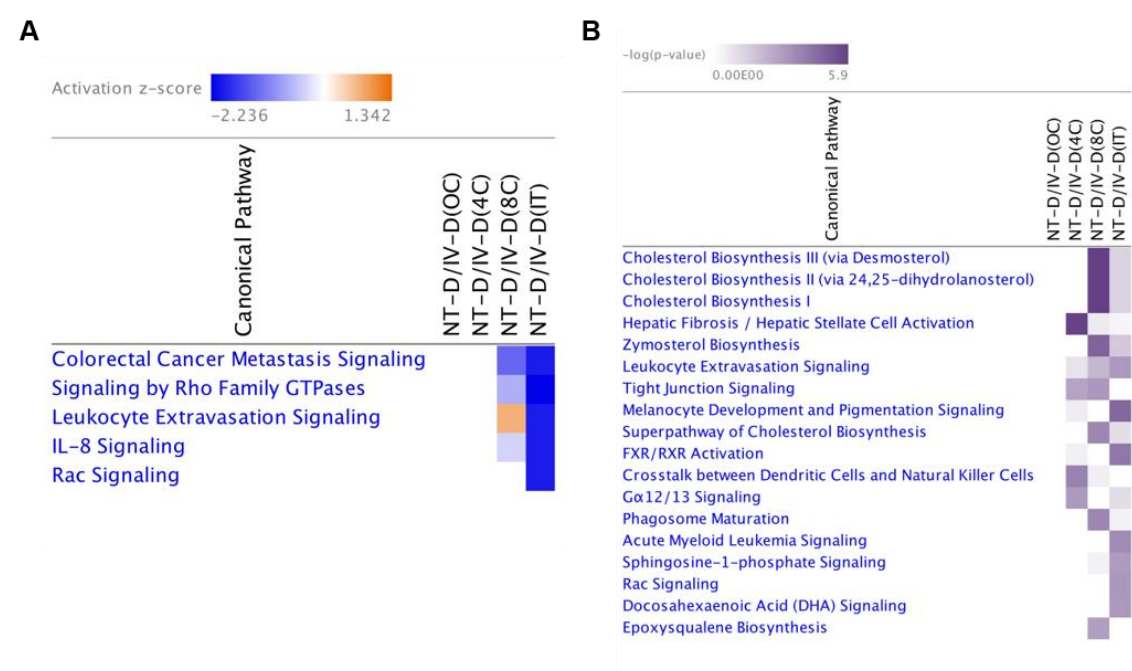

## Supplementary Tables

Table S1: Primary record of samples in the 25-sample dataset.

[Click here to Download Table S1](#)

Table S2: Primary record of samples in the 27-sample dataset.

[Click here to Download Table S2](#)

Table S3: The sequencing data quality of the 25-sample dataset.

[Click here to Download Table S3](#)

Table S4: The sequencing data quality of the 27-sample dataset.

[Click here to Download Table S4](#)

Table S5: Summary of filtered reads in the 25-sample dataset aligned to the reference genome.

[Click here to Download Table S5](#)

Table S6: Summary of filtered reads in the 27-sample dataset aligned to the reference genome.

[Click here to Download Table S6](#)

Table S7: Total number of genes expressed in each sample of the 25-sample dataset.

[Click here to Download Table S7](#)

Table S8: Total number of genes expressed in each sample of the 27-sample dataset.

[Click here to Download Table S8](#)

Table S9: Linear correlation coefficients ( $R^2$ ) between samples in the 27-sample dataset.

[Click here to Download Table S9](#)

Table S10: Stage-specific genes in each developmental stage of NT-LW, NT-D and IV-D embryos.

[Click here to Download Table S10](#)

Table S11: First-expressed genes in each developmental stage of NT-LW, NT-D and IV-D embryos.

[Click here to Download Table S11](#)

Table S12: Differentially expressed genes between *in vitro* and *in vivo* mature oocytes.

[Click here to Download Table S12](#)

Table S13: Differentially expressed genes between of 4-cell NT-D embryos and 4-cell IV-D embryos.

[Click here to Download Table S13](#)

Table S14: Differentially expressed genes between 8-cell NT-D embryos and 8-cell IV-D embryos.

[Click here to Download Table S14](#)

Table S15: Differentially expressed genes between cloned blastocysts and *in vivo* derived blastocysts.

[Click here to Download Table S15](#)

Table S16: Expression levels of histone lysine methyltransferases and histone lysine demethylases in four developmental stages of NT-D and IV-D embryos.

[Click here to Download Table S16](#)

How the deposited data were processed for this re-analysis (not part of the article)

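RNA was measured in 23 libraries of porcine oocytes and embryos, 1 for each of 23 conditions in 3 groups. In vivo fertilized Duroc embryos (IV-D) were sampled as MII oocytes, 1-cell, 2-cell, 4-cell and 8-cell embryos, morulae, and the IT and TE parts of blastocysts, clones of Duroc (NT-D) and Laiwu (NT-LW) donor cells from the 1-cell stage onward. The in vitro matured oocytes that received the nuclei stood as the oocyte stage of both clone groups, so the comparisons of the clone groups share that library and the IV-D libraries. Donor cells and added replicates were left out, because only the first library of each condition was analysed.

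The authors amplified cDNA with SMART-Seq v4, sequenced paired-end reads, aligned them to Sscrofa11.1 with Hisat2, counted them with HTSeq against the Ensembl annotation, and deposited FPKM values, fragments per kilobase of gene scaled to the depth of the library. Their calls of changed genes came from DEGSeq, on counts adjusted between libraries, for the 25-sample dataset and from a second tool for counts for the 27-sample dataset. The deposited table holds 8603 genes, 7371 with a symbol, and 6910 symbols had 1 position in the RefSeq annotation of Sscrofa11.1, from which positions and the X chromosome were taken. The text does not state how these genes were chosen among all genes, so counts are counts within the table.

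Whole fragments were recovered from the steps between FPKM values, which fixed the depth of each library and the length of genes with reads in many libraries. They came out for 100% of genes, with a largest relative deviation of 9.86e-10 among values of high count. Tested on simulated data, the method recovered every fragment number for 100% of 8596 genes with reads in at least 5 libraries. Genes with reads in fewer libraries were not covered by that test. ENSSSCG00000039982, 1 of the genes specific to the IV-D 4-cell stage, came out at a length of 5 nt, so its fragment number cannot be relied on. Depth was 14952784 to 22991067 fragments, which fixes a value with 100 fragments to about 1 in 10 by counting error alone and says nothing about variation between embryos.

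A gene was counted as changed between 2 libraries when log2 of FPKM plus 1 differed by more than 1 and FPKM was at least 1 in one of them. With 1 library per condition no p-value between conditions exists. Successive stages were compared within groups, and the groups with each other at each stage. Similarity was Pearson's r of log10 of FPKM plus 1, with complete-linkage clustering on 1 minus r. Stage-specific genes had FPKM over 5 at a stage and under 1 at all others, first-expressed genes over 1 at a stage and under 1 at all earlier ones, and ICM transcripts over 10 in IT and under 1 in TE. Named genes are all that the paper names in a sentence on expression, and the 3 largest changes in each direction with a symbol and FPKM of at least 10 for the IV-D steps from 2-cell to 8-cell and for NT-D against IV-D at the 4-cell and 8-cell stages. Where a library has at most 3 fragments, a fold is set against the level of 3. It is a lower bound only for a count of 0. Log2 ratios were taken from the values with the pseudocount, without such a limit. The largest changes are those of log2 of FPKM plus 1, so a gene with few fragments in 1 library can have a larger fold.

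IPA was not run. In its place 13 lists of genes, written from general knowledge of the pathways and cell types and not taken from a database, were read as the median log2 difference and its percentile among 10000 random lists drawn from the 100 genes nearest in mean expression. They were cholesterol biosynthesis, fatty acid synthesis, oxidative phosphorylation, ribosomal proteins, proteasome, NRF2 response, unfolded protein response, fibroblast markers, cumulus cell markers, oocyte transcripts, trophectoderm markers, X-linked genes and the mitochondrial genome. The last 2 were taken from the annotation by chromosome after the data were seen, with all genes there. Of Y-linked genes the table holds 1 and of XIST 0, which were read as single values. The combinations of list, stage and group that the text gives were chosen after their values were seen. On simulated data the fold rule called 97% of 200 genes changed 8-fold and 0% of unchanged ones, and the test on fragments 100% and 0%. Of 200 random lists 9% lay outside percentiles 5 to 95, and a raised list at percentile 100.

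Before the data were examined, the samples, these rules, the other lists and the alternatives were fixed. The alternatives were a pseudocount of 0.1, a minimum FPKM of 5, rescaling to a sum of 1000000, median-ratio scaling, an exact binomial test on recovered fragments with an adjusted p-value under 0.005, Spearman's rho, average linkage, z-scores, and changed limits, stages and gene sets for the counting rules. An exact binomial test with a trimmed-mean depth, leaving out 30% of log ratios and 5% of levels at each end, was added after the data were seen. The computation used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.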

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

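The tests of these results were all chosen only after the result was seen. A signal appeared in a gene that the paper does not discuss. ENSSSCG00000035520, which has no symbol and a length of 225 nt, had FPKM values of 3182 to 35929 (median 12901) in the 15 libraries of receptor oocytes and cloned embryos. In the 8 IV-D libraries it was at 4.17 to 55.9. Behind these values stood 14626 to 149139 fragments in the first set and at least 20 in the IV-D libraries, so depth does not limit the comparison. Of 8603 genes it was the 1 gene more than 2-fold higher in every one of these libraries than in every IV-D library, and 0 genes went the other way. Nuclear transfer is argued against as the source, because the receptor oocytes, which had received no donor cell, were at 5199.9. The amount of mitochondrial RNA is argued against as the cause of the difference, because 7 of the 8 IV-D libraries had 6.93% to 18.2% of their fragments on the 13 mitochondrial protein genes and reached at most 55.9 for this gene, whereas the NT-LW 2-cell library had 3.42% there and 6508 for the gene.

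Reads of a mitochondrial sequence that the receptor oocytes carried and IV-D embryos did not would follow the mitochondrial level within the first set. The gene followed it with r of 0.928 in the 7 libraries up to the 4-cell stage (exact permutation p 0.0139, adjusted 0.0278 over 2 relations, rho 0.607 with exact p 0.167). In the 8 later libraries r was 0.561 (exact permutation p 0.141, adjusted 0.141, rho 0.333 with exact p 0.428). Without the 2 libraries whose mitochondrial level lies farthest from the median, r was 0.343 in the early libraries and 0.547 in the later ones. Such a sequence therefore cannot be told apart from a source outside the mitochondria, since few libraries exist and the early relation rests on 2 of them. In vitro maturation or culture follows the same division of the libraries and stays open and untested.

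A difference between groups appeared at the step from the morula to IT, where a named gene was set apart when it rose more than 2-fold in one group and fell more than 2-fold in another. Of 51 named genes compared, 3 did so. FOS (ENSSSCG00000002383, chromosome 7, 98449508 to 98451971) rose by 1.53 on the log2 scale in IV-D and changed by -1.68 in NT-D embryos, BCL3 by 1.17 and -2.04, and OSR2 by 2.34 and -2.27. In NT-LW embryos the changes were -3.05, -0.50 and -1.72. The difference between the groups was not tested, since each group has 1 library per stage. BCL3 and OSR2 were also picked as ICM transcripts for a high value in the IV-D IT library, so part of the contrast follows from that choice. At this step the median of all compared genes fell by 0.64 in NT-D embryos and changed by -0.16 in IV-D embryos, which accounts for only part of the falls. The make-up of the IT part, culture and a failure of the genes themselves stay open and untested.

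No library lay far from the others of its group. Of 24 gaps checked, the highest and the lowest library for 4 measures (depth, share of it on the table, genes with an FPKM value of at least 1 and share on mitochondrial genes) in 3 groups, 0 passed Dixon's 95% value. The stages of a group differ by design, which widens its range and hides smaller departures.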

How the results depend on the processing

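The exact binomial test with a trimmed-mean depth was chosen only after the data were seen, and all other alternatives before. Over 320 results, 1237 values under an alternative were computed, of which 1053 kept their direction and their side of the threshold or stayed within 1.5 times of a number of genes, 137 moved further, 4 fell under and 24 passed the 2-fold threshold, and 19 reversed. The first split of the dendrogram was the same under all 5 alternatives, and the 24 named changes, the largest of their comparisons, kept direction and threshold in 72 of 72 values. The 4-cell to 8-cell step had the most changed genes in each group, with 3523 to 5248 in NT-LW, 3832 to 5657 in NT-D and 4077 to 5886 in IV-D embryos over all settings. The IV-D 2-cell to 4-cell step ranged from 2716 to 4527 over them. No paired analysis was possible because each condition has 1 library, and no alternative could leave out a replicate.

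With the exact binomial test on recovered fragments, 25 numbers of changed genes rose by more than 1.5 times. In NT-LW embryos they were 1184 from oocyte to 1-cell and 962 from 1-cell to 2-cell. For NT-D embryos the numbers were 1266 from oocyte to 1-cell. In IV-D embryos it gave 2373 from oocyte to 1-cell, 3207 from 1-cell to 2-cell and 1886 from morula to IT. Between NT-D and IV-D there were 1874 at oocyte, 2535 at 1-cell, 1396 at 2-cell, 2651 at 4-cell, 3190 at 8-cell, 2722 at morula, 2739 at IT and 1020 at TE. Between NT-LW and IV-D it gave 2665 at 1-cell, 2434 at 4-cell, 1989 at morula, 2485 at IT and 1889 at TE. Between NT-D and NT-LW it gave 894 at 1-cell, 2011 at 2-cell, 745 at 4-cell, 1128 at 8-cell, 829 at IT and 1570 at TE. The cause was not tested.

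With the trimmed-mean depth in that test, chosen after seeing the data, 20 numbers rose as far. In NT-LW embryos they were 985 from oocyte to 1-cell and 948 from 1-cell to 2-cell. For NT-D embryos the numbers were 943 from oocyte to 1-cell. In IV-D embryos it gave 2304 from oocyte to 1-cell and 1852 from morula to IT. For NT-D and IV-D there were 1591 at oocyte, 990 at 2-cell, 2635 at 4-cell, 3185 at 8-cell, 2659 at IT and 1013 at TE. For NT-LW and IV-D it gave 2433 at 4-cell, 1786 at morula, 2473 at IT and 1817 at TE. For NT-D and NT-LW it gave 889 at 1-cell, 716 at 4-cell, 1092 at 8-cell, 826 at IT and 1514 at TE. Again the cause was not tested.

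A pseudocount of 0.1 in place of 1 raised 12 numbers, by construction, since it widens every log2 difference. In NT-LW embryos they were 986 from oocyte to 1-cell and 827 from 1-cell to 2-cell. For NT-D embryos the numbers were 1071 from oocyte to 1-cell. Between NT-D and IV-D there were 1582 at oocyte, 1052 at 2-cell and 783 at TE. Between NT-D and NT-LW it gave 764 at 1-cell, 1730 at 2-cell, 599 at 4-cell, 863 at 8-cell, 616 at IT and 1170 at TE. The cholesterol median of NT-D 8-cell embryos passed 2-fold, from 0.95 to 1.12.

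Rescaling each library to a sum of 1000000 raised 7 numbers of changed genes. In NT-LW embryos they were 1203 from oocyte to 1-cell and 822 from 1-cell to 2-cell. For NT-D embryos the numbers were 1039 from oocyte to 1-cell. Between NT-D and IV-D there were 2447 at 1-cell and 916 at 2-cell. Between NT-LW and IV-D it gave 2711 at 1-cell. Between NT-D and NT-LW it gave 1814 at 2-cell. Stage-specific genes fell to 30 in NT-LW blastocysts, with at most 1 at any stage other than the 4-cell stage, morula and blastocyst, and rose to 15 and 16 at the NT-D 4-cell stage and morula. The blastocyst genes shared by the 3 groups fell to 2. First-expressed genes fell to 245, 276 and 429 at the 8-cell stage of NT-LW, NT-D and IV-D embryos, 104 of them shared, to 242 and 97 at the NT-D and IV-D morula and to 56, 28 and 26 in NT-LW, NT-D and IV-D IT. The cause was not tested.

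Rescaling also reversed log2 ratios to IV-D, at the 8-cell stage of NT-D those of KMT2E to -0.11, EZH1 to -0.050 and KDM6B to -0.096, and of KDM6B to -0.043 in NT-LW. At the NT-LW 4-cell stage SETDB1 went to -0.030 and KDM5A to -0.059. Among list medians it reversed cholesterol biosynthesis in oocytes (0.025), fatty acid synthesis in NT-LW 8-cell embryos (-0.28), oxidative phosphorylation in NT-D and NT-LW 8-cell embryos (-0.23 and -0.25) and trophectoderm markers in NT-D IT (-0.079). Median-ratio scaling reversed KDM5A in NT-D IT (0.051), NFE2L2 in NT-LW 8-cell embryos (0.0010), the X-linked median in NT-D and NT-LW IT (0.074 and 0.012), the proteasome median in NT-LW IT (0.092) and that of ribosomal proteins in NT-LW 8-cell embryos (0.013). It moved the cholesterol median of NT-D 8-cell embryos past 2-fold (1.07) and that of oocyte transcripts in NT-LW morulae under it (0.98). The cause was not tested for any of these.

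A minimum FPKM value of 5 moved the cholesterol medians at the 8-cell stage past 2-fold, to 1.24 in NT-D and 1.43 in NT-LW. It reversed that of fatty acid synthesis in NT-LW 8-cell embryos (-0.15) and that of the NRF2 response between NT-D and NT-LW morulae (-0.23). Fewer genes enter each median by construction, and what moved it further was not tested. For z-scores, which by construction take out each gene's mean level, r between the 4-cell and 8-cell libraries was -0.0561 in NT-LW, -0.185 in NT-D and -0.0623 in IV-D embryos, and under the other 3 alternatives it stayed within 0.05 of the main value. Ratios of single named genes held 3 further values that fell under 2-fold and 20 that passed it, of 447. Of the 244 list medians 228 kept direction and threshold.

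Stricter rules lowered the stage-specific genes by construction. With an FPKM value over 10 required, the 4-cell stage, the morula and the blastocyst had 2, 2 and 26 in NT-LW, 2, 4 and 10 in NT-D and 24, 0 and 20 in IV-D embryos. Any other stage had at most 1, 1 and 2 in the same order of groups, and the 3 groups shared 2 blastocyst genes. When the other stages had to be under 0.5, the numbers were 2, 2 and 24 in NT-LW, 3, 3 and 11 in NT-D and 28, 0 and 18 in IV-D embryos, at most 0, 4 and 3 elsewhere, and 1 shared. With the IT library alone for the blastocyst, IV-D had 8 blastocyst genes and 2 were shared. Counting only genes with a symbol left 4 and 4 genes at the NT-D 4-cell stage and morula, 21 at the IV-D 4-cell stage, and at most 4 and 4 at any other stage of NT-D and IV-D. Of the IV-D 4-cell genes with a symbol, 1 passed 5 in NT-LW and 1 in NT-D embryos. With the oocyte left out all of these stayed within 1.5 times.

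An FPKM value over 2 in place of 1 lowered the first-expressed genes by construction. It left 79, 98 and 210 at the 1-cell stage of NT-LW, NT-D and IV-D, 18 and 12 at the NT-LW and NT-D 2-cell stage, 340 at the NT-LW 4-cell stage, 285 and 293 at the NT-D 4-cell and 8-cell stages, and 45, 90 and 27 at the IV-D 2-cell stage, morula and IT, with 163 and 88 shared by the 3 groups at the 4-cell and 8-cell stages. Without the oocyte, 1 earlier stage fewer, the IV-D 2-cell number rose to 172. The restriction to genes with a symbol lowered the NT-D 2-cell number to 29, and the adjusted p-value on fragments moved none of the 22 numbers by 1.5 times. Wider rules raised the ICM transcripts by construction, to 120 with an FPKM value over 5 in IT. Of these 101 were more than 2-fold lower in NT-D and 93 in NT-LW IT, and 89 and 57 were under 1 in TE. With TE under 2 there were 83, of which 77 and 70 were lower by the same measure.

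The scalings moved the division into higher and lower genes by more than 10 percentage points in 28 cases, given as the genes higher and lower before and after. Rescaling to a sum of 1000000 moved NT-LW 1-cell to 2-cell 201 and 306 to 201 and 621, IV-D oocyte to 1-cell 920 and 512 to 910 and 775, IV-D morula to IT 550 and 542 to 546 and 838 and NT-LW and IV-D at 1-cell 1464 and 290 to 2541 and 170. It also moved NT-D and NT-LW at 1-cell 334 and 121 to 353 and 278, NT-D and IV-D at 8-cell 807 and 1297 to 698 and 1928, NT-LW and IV-D at 8-cell 1244 and 1316 to 1090 and 1927 and NT-D and NT-LW at TE 456 and 307 to 740 and 315. Median-ratio scaling moved NT-LW oocyte to 1-cell 512 and 86 to 323 and 209, NT-LW 1-cell to 2-cell 201 and 306 to 244 and 231, NT-LW 2-cell to 4-cell 1254 and 1509 to 1556 and 1085 and NT-LW 8-cell to morula 1729 and 958 to 1390 and 1272. This scaling also moved NT-LW morula to IT 674 and 2081 to 1144 and 1019, NT-D oocyte to 1-cell 502 and 110 to 230 and 244, NT-D 1-cell to 2-cell 173 and 1869 to 727 and 838 and NT-D 8-cell to morula 2521 and 953 to 1879 and 1409. This scaling also moved NT-D morula to IT 732 and 2757 to 1319 and 1552, IV-D 1-cell to 2-cell 442 and 1652 to 812 and 998, IV-D morula to IT 550 and 542 to 717 and 363 and NT-D and IV-D at oocyte 903 and 102 to 592 and 229. Further cases were NT-D and IV-D at 1-cell 1309 and 244 to 568 and 609, NT-LW and IV-D at 1-cell 1464 and 290 to 843 and 705, NT-D and IV-D at 2-cell 420 and 123 to 201 and 253 and NT-LW and IV-D at 2-cell 2423 and 245 to 1210 and 864. Others were NT-D and NT-LW at 2-cell 45 and 1076 to 228 and 551, NT-LW and IV-D at morula 860 and 301 to 602 and 420, NT-LW and IV-D at TE 423 and 691 to 561 and 499 and NT-D and NT-LW at TE 456 and 307 to 304 and 410. Median-ratio factors centre the compared genes by construction; for the sum the cause was not tested.

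Of 272 combinations of list, stage and group, the text gives 61, which were chosen after the values and reversals were seen. In 82 of all, 11 of those given and 71 of the 211 others the median took the other sign under at least 1 of 4 settings. At or under percentile 5 lay 58 of all and 10 of those given, and at or over percentile 95 lay 70 and 30. Depth limits the folds of genes with at most 3 fragments in a library, which are lower bounds only for a count of 0. It also limits ratios of genes near an FPKM value of 1, which move with the pseudocount. For a gene of 1 kb the limit of 3 fragments lies under an FPKM value of 1 in all 23 libraries, so depth does not decide the counts by FPKM limits for genes of that length.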

Differences from the paper's values

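The exact binomial test with a trimmed-mean depth was the only test chosen after the result was seen. Of 22 numbers stated in the paper's text and also computed here, 10 differed by more than 1.5 times, as did 19 of 36 read from figures. A gap is called closed where a value came within 1.5 times of the paper's number, above or below it. Closing in this sense leaves a difference and does not explain the gap. In IV-D embryos fewer genes were lower from the 2-cell to the 4-cell stage, 897 against the paper's 1418. The gap closed with a pseudocount of 0.1 (1095), median-ratio scaling (1198) and the exact binomial test (1177), and not with a minimum FPKM value of 5 (802) and rescaling to a sum of 1000000 (763). The exact binomial test with a trimmed-mean depth was chosen after seeing the values. It gave 2047, within 1.5 times of the paper's number but above it, so it overshot. More genes were higher from the 2-cell to the 4-cell stage of NT-D embryos, 1259 against the paper's 711. The gap closed with a minimum FPKM value of 5 (871), and not with a pseudocount of 0.1 (1699), rescaling to a sum of 1000000 (1699), median-ratio scaling (1128) and the exact binomial test (1977).

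The stage-specific genes of the IV-D 4-cell stage were fewer, 45 against the paper's 77 (none of the 6 alternatives closed the gap; they gave 21 to 49). Those of the blastocyst were fewer in NT-LW, 46 against the paper's 73 (none of the 6 alternatives closed the gap; they gave 24 to 46). In NT-D blastocysts they numbered fewer as well, 23 against the paper's 46 (none of the 6 alternatives closed the gap; they gave 10 to 23). IV-D blastocysts had fewer too, 39 against the paper's 69 (none of the 6 alternatives closed the gap; they gave 8 to 41). First-expressed genes of IV-D embryos were more numerous at the 2-cell stage, 102 against the paper's 36. The gap closed with an FPKM value over 2 at the stage (45), and not with leaving out the oocyte (172), the adjusted p-value on fragments (91), rescaling to a sum of 1000000 (84) and counting only genes with a symbol (71). At the 4-cell stage they were fewer, 790 against the paper's 1257. The gap closed with leaving out the oocyte (860), and not with an FPKM value over 2 at the stage (539), the adjusted p-value on fragments (781), rescaling to a sum of 1000000 (707) and counting only genes with a symbol (633). At the morula there were more, 164 against the paper's 91. The gap closed with an FPKM value over 2 at the stage (90) and rescaling to a sum of 1000000 (97), and not with leaving out the oocyte (167), the adjusted p-value on fragments (157) and counting only genes with a symbol (147). IT likewise had more, 58 against the paper's 30. The gap closed with an FPKM value over 2 at the stage (27) and rescaling to a sum of 1000000 (26), and not with leaving out the oocyte (61), the adjusted p-value on fragments (55) and counting only genes with a symbol (50).

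Changed genes numbered 598 in NT-LW from oocyte to 1-cell against about 320 and 612 in NT-D from oocyte to 1-cell against about 300 in the paper's Fig. 3, read by eye. None of the 5 alternatives closed these 2 gaps, with values of 474 to 1266. Changed genes numbered 507 in NT-LW from 1-cell to 2-cell against about 310 and 1092 in IV-D from morula to IT against about 620 in the paper's Fig. 3, read by eye. These 2 gaps were closed by a minimum FPKM value of 5 (460 and 875), and not by the other 4 alternatives. Changed genes numbered 2755 in NT-LW from morula to IT against about 1600 and 3489 in NT-D from morula to IT against about 2300 in the paper's Fig. 3, read by eye. These 2 gaps were closed by a minimum FPKM value of 5 (2232 and 2676) and median-ratio scaling (2163 and 2871), and not by the other 3 alternatives. The trimmed-mean test closed none of them.

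NT-D and NT-LW are compared with the same IV-D libraries. Changed genes numbered 1005 between NT-D and IV-D oocytes against about 590, 1553 between NT-D and IV-D 1-cell embryos against about 940 and 543 between NT-D and IV-D 2-cell embryos against about 320 in the paper's Fig. 7A, read by eye. These 3 gaps were closed by a minimum FPKM value of 5 (768, 1276 and 416) and median-ratio scaling (821, 1177 and 454), and not by the other 3 alternatives. Changed genes numbered 491 between NT-D and IV-D at TE against about 270, 1161 between NT-LW and IV-D morulae against about 600 and 1587 between NT-LW and IV-D at IT against about 1000 in the paper's Fig. 7A, read by eye. There were 1114 between NT-LW and IV-D at TE against about 630 and 455 between NT-D and NT-LW 1-cell embryos against about 290 in the paper's Fig. 7A, read by eye. These 5 gaps were closed by a minimum FPKM value of 5 (356, 866, 1265, 870 and 405), and not by the other 4 alternatives. There were 1121 between NT-D and NT-LW 2-cell embryos against about 520 in the paper's Fig. 7A, read by eye. This gap was closed by median-ratio scaling (779), and not by the other 4 alternatives. There were 325 between NT-D and NT-LW 4-cell embryos against about 160, 451 between NT-D and NT-LW 8-cell embryos against about 180 and 361 between NT-D and NT-LW at IT against about 160 in the paper's Fig. 7A, read by eye. Changed genes numbered 763 between NT-D and NT-LW at TE against about 350 in the paper's Fig. 7A, read by eye. None of the 5 alternatives closed these 4 gaps, with values of 244 to 1570. With the trimmed-mean test, chosen after seeing the values, none of these numbers came within 1.5 times.

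Some directions and rankings differ as well. The paper describes BMP4 as confined to the blastocyst, whereas here its highest value was that of the IV-D 4-cell embryos, 30.5, and IT held 0.388 to 1.35. It places all IV-D steps other than those into the 4-cell and 8-cell stages under a limit for each direction, whereas 1652 genes were lower from the 1-cell to the 2-cell stage. With median-ratio scaling both directions lay under that limit, 812 higher and 998 lower, whereas the lower genes stayed over it with a pseudocount of 0.1 (2199), a minimum FPKM value of 5 (1304), rescaling to a sum of 1000000 (2180) and the exact binomial test (2528, or 1452 with the trimmed-mean depth). In Fig. 7A the genes changed between oocytes are divided about evenly, whereas 903 were higher and 102 lower in the receptor oocytes, and 592 and 229 after median-ratio scaling. The same figure has more lower than higher genes in NT-D 2-cell embryos against IV-D, whereas 420 were higher and 123 lower, and 201 and 253 after that scaling. The paper ranks the 4-cell stage and the morula first for stage-specific genes, whereas the morula had 0 in IV-D embryos and the blastocyst had the most in both cloned groups. It describes ICM transcripts as absent from cloned TE, whereas 35 and 22 of 51 were under an FPKM value of 1 in NT-D and NT-LW TE. It describes fatty acid synthesis as inhibited in Duroc clones during cleavage and most after the 8-cell stage is reached, whereas the list's median in NT-D was 0.35 in 4-cell embryos and 0.074 in IT; in NT-D 8-cell embryos it had the paper's direction, at -0.50. It sets a level that each listed transcription factor passes, whereas in the first 8-cell libraries HLTF, ZNF37A, FOS and VGLL2 (ENSSSCG00000004255, chromosome 1, 44549407 to 44557793) were under 10 in both groups, at most at 6.80, 4.70, 7.23 and 9.48, and EHF was at 2.69 in IV-D IT.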

Other observations

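The tests of later first expression, counted in both directions, were set out before their result was seen, and all others only after. Genes first-expressed at the IV-D 4-cell stage may appear later in clones because values near the FPKM limit cross it in either direction by chance. Of the genes first-expressed at the NT-D 4-cell stage, 15.8% came later in IV-D embryos, against 20.3% in the direction of the delay. The Wilson intervals overlap (12.9 to 19.2 and 17.6 to 23.2). They treat genes as independent, so their overlap does not decide between chance and a delay. For NT-LW the reverse share was 17.1%, above the 13.8% of the direction of the delay. By number, 160 genes came later in NT-D embryos and 80 the other way, and for NT-LW 109 and 92. Chance crossing therefore stays open as a source of most of these genes in NT-LW embryos. In NT-D embryos it stays open for part of them, beside a delay. Genes that never passed the limit were more unequal, 4.68% and 6.20% of the IV-D genes against 1.78% and 2.04% the other way, and this difference was not tested.

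In NT-LW 2-cell embryos 90.8% of the genes changed against IV-D were higher. After median-ratio scaling 58.3% were higher, and after rescaling to a sum of 1000000 95.4%. A shift of all genes between the libraries cannot be told apart from a real excess of higher genes, since the median-ratio factors centre the genes and so fix much of the outcome. As the whole cause of the number of changed genes a shift is argued against, because 1455 of 2668 genes, 54.5%, were also called in the same direction among the 2074 changed after scaling. RNA content per embryo was not measured.

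ICM transcripts of IV-D embryos may be low in cloned IT libraries because fewer ICM cells entered the IT part, which would lessen the contrast of genes higher in TE as well. The 475 genes more than 2-fold higher in IV-D TE, with an FPKM value of at least 10 in IT or TE, kept a median share of 0.105 of their IV-D difference in NT-D embryos, against 0.103 (quartiles 0.0498 to 0.182) for the 51 ICM transcripts and 0.0290 for 675 other genes more than 2-fold higher in IV-D IT with the same minimum. In NT-LW embryos the shares were -0.0867, 0.0873 (quartiles 0.00320 to 0.216) and 0.123. All of these genes were chosen on the IV-D IT and TE libraries, so their contrast is expected to shrink in any other pair. A smaller share of ICM cells therefore cannot be told apart from this choice, or from a failure of the cells of both parts to become different.

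Of the fibroblast markers 11 were in the table, 1 of them at an FPKM value of at least 1 in IV-D oocytes, 5 in IV-D 4-cell embryos and 9 in IV-D 1-cell embryos. Another list held 0 of them, and the study named 0. Their median log2 difference from IV-D was 1.21 and 1.92 in NT-D 2-cell and 4-cell embryos and 1.79 and 1.70 in NT-LW embryos, at percentile 100 of the random lists each. The donor fibroblast may have carried this RNA into the oocyte. From the receptor oocyte to the 1-cell embryo the median rose by 2.22 in NT-D and 1.66 in NT-LW, and from there to the 4-cell stage it changed by -0.0095 and 0.43. This is short of a 2-fold rise, so RNA of the donor cell stays open, as does transcription by the embryo from the 1-cell stage, which was not tested. The most abundant markers in NT-D 1-cell embryos were S100A4 at 63.9, ACTA2 (ENSSSCG00000010447) at 39.6 and COL1A2 (ENSSSCG00000015326) at 14.7, with VIM (ENSSSCG00000011033) at 4.02, COL1A1 (ENSSSCG00000036135) at 3.66 and LGALS1 (ENSSSCG00000033854) at 2.51.

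The IV-D 1-cell library, which had no donor cell, held the markers too, with a median rise of 2.39 from the oocyte and a change of -2.01 to the 2-cell stage. Material of a cloned 1-cell library is argued against there, since ENSSSCG00000035520 reached 0.909% of the lower clone 1-cell level while S100A4 reached 52.4% to 62.4%. Somatic cells around embryos collected from the oviduct stay open and untested, and the same source in the clones was not ruled out.

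Of 16 oocyte transcripts in the table, all at an FPKM value of at least 1 in IV-D oocytes and 12 in IV-D 8-cell embryos, 1 was in another list and 0 were named by the study. Their median log2 difference from IV-D was 2.06 in NT-D and 2.33 in NT-LW 8-cell embryos, and 2.98 and 1.11 in morulae, with 0.98 in NT-LW morulae after median-ratio scaling. A share of embryos that kept the 4-cell state might explain this. Transcripts at an FPKM value over 50 at the 4-cell stage, of which IV-D embryos kept at most 5%, kept a median of 9.18% of that level in NT-D (96 genes) and 14.9% in NT-LW embryos (90 genes). They were chosen for their loss in IV-D embryos, so a higher level in clones is expected from the choice, and such a share cannot be told apart from a slower loss of oocyte transcripts. The same share would leave genes first-expressed at the 8-cell stage at 90.8% and 85.1% of their IV-D level, or 78.5% and 75.3% by the 90th percentile of what was kept. They stood at 19.7% (quartiles 6.89 to 47.7) and 19.1% (5.41 to 66.2), which argues against unchanged 4-cell embryos as the whole cause of the low level of these genes only, and leaves them open for the oocyte transcripts.

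The 81 and 77 newly expressed genes passed 10 in either library. They were first chosen on the IV-D library alone, 73 and 69 genes, with medians of 14.5% and 15.2%, and the choice was widened after these values were seen to remove its bias toward IV-D. The restriction to the whole cause was added then as well. Slower loss of oocyte transcripts and weaker expression of embryonic genes, in clones or through culture, stay open and were not tested.

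Other lists gave values at stages the paper's statements do not cover. For the unfolded protein response the median log2 difference from IV-D was 1.25 in IT and 1.07 in TE of NT-D, and 1.17 and 1.21 in those of NT-LW, all at percentile 100. Ribosomal proteins were at -0.35 in NT-D and -0.047 in NT-LW 8-cell embryos, where median-ratio scaling reversed NT-LW to 0.013. The 13 genes of the mitochondrial genome were at 0.77 and 0.84 in 8-cell embryos, at percentile 100.0 each. Trophectoderm markers, 7 in the table, of which IV-D IT expressed 7, another list held 0 and the study named 1, were at 0.0049 in NT-D IT, reversed to -0.079 by rescaling to a sum of 1000000, and at 0.41 in NT-LW IT. In TE they were at 0.42 and 0.49. Cumulus cell markers were at -0.087 in the receptor oocytes against IV-D oocytes (percentile 29.3), over 3 of the 4 in the table, of which IV-D oocytes expressed 3, another list held 0 and the study named 0.

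The paper lists upstream regulators of the successive stages. In NT-D 8-cell embryos the log2 ratios to IV-D were -0.59 for NFE2L2 (ENSSSCG00000015987, chromosome 15, 82967485 to 83146185), -0.26 for MYC, -1.01 for XBP1 (ENSSSCG00000030996, chromosome 14, 46011239 to 46016526) and -0.76 for MYCN (ENSSSCG00000008618, chromosome 3, 121543201 to 121549678). They were -0.37 for RB1 (ENSSSCG00000009401, chromosome 11, 19186754 to 19317642) and -0.98 for NUPR1 (ENSSSCG00000040162, chromosome 3, 18402781 to 18404411). In NT-LW 8-cell embryos they were -0.058, -1.05, -0.77, -0.87, 0.30 and -1.29 in the same order, and median-ratio scaling reversed NFE2L2 in NT-LW to 0.0010. XBP1 in NT-D embryos was within 2-fold after that scaling, at -0.88. NUPR1 rested on 32 fragments in IV-D and 7 in NT-D and 2 in NT-LW embryos, so depth limits its ratios. Set against the level of 3 fragments, NUPR1 was 8.49-fold lower in NT-LW than in IV-D 8-cell embryos. That fold is an estimate on few fragments and not a lower bound. Other alternatives took ratios past 2-fold. Rescaling to a sum of 1000000 gave -1.41 for NUPR1 and -1.08 for MYCN in NT-D, and -1.21 for MYCN and -1.05 for XBP1 in NT-LW embryos, and a pseudocount of 0.1 gave -1.87 for NUPR1 in NT-D and -1.01 and -1.17 for MYCN. In 4-cell embryos NFE2L2, XBP1, MYCN, RB1 and NUPR1 were at -0.72, -0.22, 1.63, -0.56 and 0.90 in NT-D, and at -0.78, -0.78, 2.66, -0.74 and 0.58 in NT-LW embryos. NUPR1 then rested on 6 fragments in IV-D, 22 in NT-D and 19 in NT-LW embryos, and MYCN on 34, 221 and 656. A pseudocount of 0.1 took XBP1 in NT-LW past 2-fold, to -1.85, and NUPR1 in NT-D and NT-LW, to 1.74 and 1.21. Rescaling took XBP1 in NT-LW to -1.19 and NUPR1 in NT-D to 1.19. In IT the 8-cell falls did not hold for NUPR1, at 21.5 in IV-D, 1877 in NT-D and 1424 in NT-LW. In the same order XBP1 was at 22.7, 72.3 and 71.4, NFE2L2 at 64.8, 114 and 136, and RB1 at 0.990, 3.29 and 2.69. MYC was lower in both cloned groups, at 14.0, 2.19 and 3.29, and MYCN was at 4.76, 5.39 and 4.39. In TE, in the same order, NUPR1 was at 1042, 1537 and 570, and XBP1 at 55.7, 82.3 and 90.0. NFE2L2 was at 110, 117 and 109 there, RB1 at 3.16, 3.44 and 1.80 and MYC at 3.94, 2.12 and 3.67. MYCN was at 3.42, 3.47 and 5.95. For all but MYCN the cloned groups differed less from IV-D in TE than in IT. The make-up of the IT part therefore stays open as a source of the IT differences and was not tested.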
